# *circAMN1*-Mediated Ferroptosis Regulates the Expulsion of Placenta in Trophoblast Cells

**DOI:** 10.3390/antiox13040451

**Published:** 2024-04-11

**Authors:** Chen Lv, Lusha Guo, Yue Wang, Zongshuai Li, Xingxu Zhao, Yong Zhang

**Keywords:** circAMN1, miR-205_R-1, SLC39A8, ferroptosis, retained placenta, programmed cell death

## Abstract

After delivery, the death of trophoblast cells can promote the expulsion of the placenta. Ferroptosis, an iron-dependent programmed cell death, is involved in mammalian development. Circular RNAs are associated with placental development; however, it is unclear whether circular RNAs regulate the expulsion of fetal membranes through ferroptosis. The gene expression profiles in the tail vein blood of Holstein cows with normal and retained placentas were investigated using RNA sequencing and a GSE214588 dataset. *circAMN1* and *SLC39A8* expression was significantly downregulated in the blood of cows with a retained placenta, whereas *miR-205_R-1* expression was significantly upregulated. We validated erastin-induced ferroptosis in trophoblast cells. Transfection with si-circAMN1 and miR-205_R-1 mimic reduced intracellular total iron, Fe^2+^, and glutathione disulfide levels; increased intracellular glutathione levels and glutathione/glutathione disulfide; and enhanced cell viability in these cells. In contrast, transfection with pcDNA3.1 circAMN1 and an miR-205_R-1 inhibitor promoted ferroptosis. As an miR-205_R-1 sponge, circAMN1 regulated the expression of SLC39A8 to control erastin-induced ferroptosis and regulated the proliferation, invasion, and migration of trophoblast cells. Our findings provide a theoretical basis for studying the mechanism by which programmed cell death regulates fetal membrane expulsion and indicate its potential as a therapeutic target for placenta retention.

## 1. Introduction

The separation between the maternal and fetal placentas after fetal delivery is a prerequisite for the smooth expulsion of the placenta [1,2]. During the expulsion of the placenta, the ability to induce the proliferation, invasion, and migration of trophoblast and endometrial epithelial cells is weakened, increasing cell death and causing the fetal cotyledon to detach from the maternal uterine caruncle, thereby promoting placental expulsion [3]. Research has found that, compared to pregnancy, a large number of apoptotic factors immediately appear in the placenta after fetal expulsion. During normal placental expulsion, placental cell death increases, whereas in cows with a retained placenta (RP), an increase in the placental cell count is observed during the prenatal period [4]. This indicates that the death of placental cells plays a crucial role in the normal separation and expulsion of membranes. It is known that ferroptosis is a programmed cell death (PCD) pattern that facilitates the development of organisms [5,6] and is characterized by the accumulation of a large, oxidative, toxic, labile iron pool, which induces the generation of intracellular lipid reactive oxygen species (ROS); excessive oxidative stress leads to lipid peroxidation and subsequent cell death [7], which can inhibit the invasive ability of trophoblast cells [8]. Erastin is an efficient inducer of ferroptosis, mainly through the inhibition of cysteine/glutamate antiporter activity, ultimately leading to cell death [7]. However, information on the involvement of ferroptosis in regulating the expulsion of fetal membranes is lacking.

Circular RNAs (circRNAs) and micro RNAs (miRNAs) are involved in regulating the process of cell ferroptosis at different developmental stages, as well as regulating cell invasion and migration abilities [9,10,11]. For example, regulating miR-30b-5p/SLC7A11 plays a crucial role in ferroptosis in pre-eclampsia [9]. Circle_0008433 knockdown suppresses the angiogenesis, migration, and proliferation of endometrial stromal cells and promotes apoptosis [10]. Circle_0000848 is an miR-6768-5p sponge that regulates the apoptosis, invasion, and migration of trophoblast cells and, thus, helps control the development and function of the placenta [11]. Therefore, elucidating the mechanism by which circRNA regulates placental expulsion through ferroptosis would be a novel strategy for treating RP.

In this study, we aimed to identify candidate differentially expressed (DE) genes related to PCD in cows with normal fetal membrane discharge (NC) or RP based on previous research [1], RNA sequencing (RNA-Seq), GSE214588 dataset, and bioinformatic analysis. Furthermore, we aimed to elucidate the mechanisms associated with ferroptosis in trophoblast cells in vitro. Our results provide insights into the promotion of placenta expulsion by ferroptosis, which can help develop novel methods for treating RP.

## 2. Materials and Methods

### 2.1. Animals

Holstein cows (age 3–4 years; 500 ± 10 kg; 2–3 parities) without any diseases were chosen as experimental animals (Zhangye, China) and allocated to two groups: normal fetal membrane discharge (NC; *n* = 3) and no expulsion of the fetal membrane within 12 h after delivery (RP; *n* = 3). Caudal vein blood and placental tissue samples were labeled NC-1–3 and RP-1–3, respectively.

The animal experiments were approved by the Animal Protection Committee of Gansu Agricultural University (Lanzhou, China; approval No.: GSAU-Eth-LST-2021-003). All institutional and national guidelines for the care and use of laboratory animals were followed.

### 2.2. RNA Sequencing

Total RNA was extracted and purified from NC and RP blood samples using TRIzol reagent (Thermo Fisher Scientific, Waltham, MA, USA), according to the manufacturer’s instructions. The circRNA libraries were generated using the Ribo-Zero rRNA Removal Kit (Illumina, San Diego, CA, USA), according to the manufacturer’s protocol. Screened circRNAs with *p* < 0.05 and |log2 fold-change| > 1 were considered DE genes [12]. The Targetscan and miRanda databases were used to predict the targeting relationship between genes [13]. The functions of these genes were assessed using Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) using DAVID 6.7 (https://david.ncifcrf.gov/summary.jsp, accessed on 30 October 2021).

### 2.3. Quantitative PCR Analysis (qPCR)

The cDNA was synthesized for qPCR using the Evo M-MLV RT Kit with gDNA Clean (Accurate Biotechnology Co., Ltd., Changsha, China). A miRNA first-strand cDNA synthesis kit (Accurate Biotechnology Co., Ltd.) was subsequently used for miRNA reverse transcription. The qPCR was conducted using the 2× SYBR green qPCR Master Mix (Bimake, Houston, TX, USA) and a LightCycler 96 Real-Time System (Roche, Basel, Switzerland); *GAPDH* and *U6* levels were used for normalization. Each experiment of qPCR was repeated three times, and relative expression was calculated using the 2^−ΔΔCt^ method [14]. The primer sequences of all genes are shown in Tables S1 and S2.

### 2.4. Cell Lines

Trophoblast cells were donated by Prof. Longfei Xiao from the Beijing University of Agriculture and screened for *Mycoplasma* contamination using a *Mycoplasma* staining assay kit (C0296; Beyotime, Shanghai, China). Cells were cultivated in Dulbecco’s Modified Eagle Medium/Nutrient Mixture F-12 supplemented with 10% fetal bovine serum (Thermo Fisher Scientific) in a humidified incubator at 37 °C and 5% CO_2_. These cells were treated with erastin (5, 10, 15, 20, 30, and 50 µM) or 10 µM Fer-1 (Selleck, Houston, TX, USA), with 0.2% dimethyl sulfoxide (DMSO) as the negative control.

The circAMN1-overexpressing plasmids (pcDNA3.1 circAMN1), silencing RNA (si-circAMN1), and their negative controls (NC; pcDNA3.1 NC and si-NC) were constructed by GenePharma (Shanghai, China). The miR-205_R-1 mimic/inhibitor and NC were constructed by Sangon Biotech (Shanghai, China). These plasmids and RNA were transfected into trophoblast cells at different concentrations using Lipofectamine 2000 (Thermo Fisher Scientific), according to the manufacturer’s protocol. The RNA sequences are presented in Table S3.

### 2.5. EdU Assay

EdU was diluted with cell culture medium at a ratio of 1:500 to achieve a final concentration of 20 μM. Cells were removed from the culture medium and incubated with 1 mL of diluted EdU at 37 °C for 2 h. Cell proliferation was analyzed using the BeyoClick EdU-488 Cell Proliferation Detection kit (C0071S; Beyotime), according to the manufacturer’s protocol. The corresponding cell fluorescence was detected using a fluorescence microscope (ECHO, Chicago, IL, USA).

### 2.6. JC-1 and ROS Staining

After cell transfection, the fluorescent probe DCFH-DA (S0033S; Beyotime) was diluted with serum-free culture medium at a ratio of 1:1000, and the fluorescent probe JC-1 (C2003S; Beyotime) was diluted with JC-1 staining buffer at a ratio of 1:200, both resulting in a final concentration of 10 μM. Cells were removed from the culture medium and incubated with 1 mL of diluted DCFH-DA or JC-1 at 37 °C for 20 min to detect intracellular ROS or mitochondrial membrane potential, respectively. The corresponding cell fluorescence was detected using a fluorescence microscope (ECHO).

### 2.7. Measurement of Total Iron, Fe^2+^, GSH, and Glutathione Disulfide (GSSG) Levels

Total iron and Fe^2+^ contents in trophoblast cells were measured using a Cell Total Iron Colorimetric Assay Kit (E-BC-K880-M; Elabscience, Wuhan, China) and Cell Ferrous Iron Colorimetric Assay Kit (E-BC-K881-M; Elabscience), respectively, and a ReadMax 1900 microplate reader (Shanghai Flash, Shanghai, China) was used to measure absorbance at 593 nm. GSH and GSSG concentrations were detected using a GSH and GSSG Assay Kit (S0053; Beyotime) and by measuring the cell absorbance at 412 nm.

### 2.8. Wound-Healing Assay

Transfected cells were cultured in a 6-well plate to 90% confluence. Subsequently, scratch wounds were created using a 200 μL plastic pipette tip. After 24 h of cultivation, the cell culture was washed with fresh culture medium to remove non-adherent cells. Images of the cell culture at 0 h and 24 h were obtained under a fluorescence microscope (ECHO). The migration distance of cells was determined by migration rate = (0 h scratch width − 24 h scratch width)/0 h scratch width.

### 2.9. Immunofluorescence

Cells were treated with 4% paraformaldehyde for 30 min, permeabilized with 0.5% Triton X-100 for 10 min, and blocked with 5% bovine serum albumin for 30 min. The cells were incubated overnight at 4 °C with rabbit anti-ZIP8 (No. 20459-1-AP, 1:400; Proteintech, Rosemont, IL, USA), and then with the secondary antibody fluorescein-conjugated affinipure goat anti-rabbit IgG (H + L) (No. SA00003-2, 1:500; Proteintech) for 1.5 h at 37 °C. To detect the nuclei, all samples were treated with 4′,6-diamidino-2-phenylindole (Beyotime). The results were then visualized using an ECHO fluorescence microscope.

### 2.10. Cell Viability Assay

Cell suspensions were inoculated in a 96-well plate, and 10 μL of Cell Counting Kit-8 (CCK-8) solution (BS350A; Biosharp, Hefei, China) was added before incubation for 2 h. A ReadMax 1900 microplate reader (Shanghai Flash) was used to measure absorbance at 450 nm.

### 2.11. Subcellular Localization

The nuclei and cytoplasm of isolated cells were extracted using NE-PER Nuclear and Cytoplasmic Extraction Reagents (Thermo Fisher Scientific), according to the manufacturer’s protocol. Nuclei and cytoplasmic RNA were extracted using TRIzol reagent (Thermo Fisher Scientific) according to the manufacturer’s instructions. *circAMN1* expression levels were analyzed by qPCR, according to the methods described in Section 2.3.

### 2.12. RNase R Treatment

Total RNA (1 μg) was incubated with 4 U/μg RNase R (R7092S; Beyotime) at 37 °C for 30 min. The reaction was terminated by incubation at 70 °C for 10 min. *AMN1* and *circAMN1* mRNA expression levels were detected using 15% polyacrylamide gel electrophoresis.

### 2.13. Dual-Luciferase Reporter Assay

Dual-luciferase reporter vectors for wild- and mut-type circAMN1 and SLC39A8 were constructed by AZENTA Life Sciences (Nanjing, China). These vectors were co-transfected into trophoblast cells with miR-205_R-1 mimic or mimic NC and incubated for 12 h. Luciferase activity was detected using the Dual-Luciferase Reporter Assay Kit (Promega, Madison, WI, USA), according to the manufacturer’s protocol.

### 2.14. Transmission Electron Microscopy

Trophoblast cells were presoaked in a 2.5% glutaraldehyde solution and then fixed in 1% osmium tetroxide at 4 °C for 2 h. The samples were dehydrated by gradient alcohol and gradient acetone, and double-stained with uranyl acetate-lead citrate. Randomly selected fields of view were photographed under a transmission electron microscope (Hitachi HT7700, Tokyo, Japan).

### 2.15. Transwell Assay

Following transfection, the cells were seeded into Transwell chambers with an 8 μm pore size (Corning, New York, NY, USA) for migration assays, with inserts that were pre-coated with Matrigel (BD Pharmingen, San Jose, CA, USA) for invasion assays. After incubation at 37 °C for 12 h, the cells were treated with 4% paraformaldehyde for 15 min before staining with 0.1% crystal violet. Images of the migrated or invaded areas were recorded in three randomly selected areas using a fluorescence microscope (ECHO).

### 2.16. Quantification and Statistical Analysis

Data are presented as mean and SD. Statistical comparisons were performed using Student’s *t*-test with GraphPad Prism version 9.0 (GraphPad Software, Boston, MA, USA). A *p*-value of *p* < 0.05 was considered statistically significant; *p* < 0.01, highly significant; and *p* > 0.05, not significant.

## 3. Results

### 3.1. Construction of the circAMN1/miR-205_R-1/SLC39A8 Signal Network Axis Related to Ferroptosis

A total of 85 DE circRNAs (31 upregulated, 54 downregulated) were found in the RP vs. the NC. 

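RNA was extracted from the caudal vein blood of 3 Holstein cows with normal fetal membrane discharge (NC) and 3 cows that had not expelled the fetal membranes within 12 h after delivery (RP), and 1 rRNA-depleted library per cow was sequenced. A circRNA is an RNA whose ends are joined by back-splicing, and it is counted by the reads that cross the back-splice junction. The authors' table listed 17729 circRNAs, with the count of back-spliced reads and the SRPBM, which is that count scaled to the mapped reads of the library. Names beginning with ciRNA mark intronic circular RNAs, of which there were 3132. The back-spliced reads per library came to 39178, 43128 and 41657 in RP-1 to RP-3 and to 44279, 41908 and 46194 in NC-1 to NC-3. The mapped reads per library that turn these counts into the deposited SRPBM ranged from 119231000 to 136368000, so that 1 read was worth 7.33 to 8.39 SRPBM. Most circRNAs were rare, and 12130 of them were counted in 1 library only, whereas 824 were counted in all 6. The 5 most abundant circRNAs held 34.8% to 37.5% of the back-spliced reads of a library. The counts were tested here for the 3180 circRNAs above 0 in at least 3 of the 6 libraries, with edgeR's quasi-likelihood test, the mapped reads as library size and Benjamini-Hochberg adjustment. Folds given as a ratio of group means use the SRPBM, as in Table S4. The aligner, the circRNA caller and the genome build are not given in the sources used here, and the paper's text names no test for the circRNAs beyond its thresholds and the Student's test of its general statistics section. Among circRNAs with a mean of 10 or more counts, differences between cows of a group, scaled to mapped reads, were larger than counting noise. A circRNA with few reads carries a wide error from counting noise alone.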

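Among the circRNAs that differed between the groups at an adjusted p under 0.05 in edgeR were abundant intergenic circRNAs of chromosome 23, which carries the bovine major histocompatibility complex, and 2 nearly identical circRNAs of chromosome 12. circRNA4027 (chromosome 23, 28570937 to 28720812 in Table S4) was upregulated, with 53956 ± 2109 SRPBM (SD, n = 3) in the RP group and 15334 ± 1578 SRPBM (SD, n = 3) in the NC group, a log2 fold change of 1.82 (standard error 0.10, adjusted p = 3.3e-09 from edgeR's quasi-likelihood test). circRNA4008, also on chromosome 23 (27782655 to 27872245), and circRNA4098 on chromosome 4 (99018047 to 99100348) were upregulated as well, with log2 fold changes of 1.49 (standard error 0.30, adjusted p = 0.022 from edgeR) and 1.31 (standard error 0.21, adjusted p = 0.0040 from edgeR). The increase of circRNA4027 does not stand alone, since it shares its end with circRNA4015, which was downregulated. The sum of circRNA4027 and circRNA4015 had a ratio of 1.05, RP to NC (exact two-sided permutation test, p = 0.60). circRNA2663 of DCAF6 on chromosome 3 (690467 to 723408) passed the paper's thresholds only, with a log2 fold change of 1.39 (standard error 0.38, adjusted p = 0.20 from edgeR). On chromosome 12, circRNA192 was counted 34, 42 and 38 times in NC-1 to NC-3 and 0, 1 and 0 times in RP-1 to RP-3 (adjusted p = 5.1e-05 from edgeR and 0.061 from limma with a pseudocount of 1). It ends at the same base as circRNA4517 (72753393 to 72789936) and starts 1 base before it, so how reads were divided between both is uncertain. circRNA4007, which is not in Table S4, had 172, 202 and 205 reads in the NC libraries and 0 in every RP library, at least 191-fold lower in the RP group when a floor of 3 counts over the group is used.

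In total, 15 circRNAs differed at an adjusted p under 0.05 in edgeR, 4 upregulated and 11 downregulated, and 6 of them are among the 85 of Table S4. With 1 library left out, circRNA4008 lost its call without NC-1, RP-1 or RP-3 (adjusted p of 0.097, 0.23 and 0.11 from edgeR). In limma without a trend, circRNA4027, circRNA4098 and circRNA4008 had adjusted p-values of 0.17, 0.33 and 0.32, and in edgeR's exact test circRNA4098 and circRNA4008 had 0.15. circRNA4008 also had an adjusted p of 0.067 and 0.099 in limma with pseudocounts of 8 and 1 and of 0.083 in edgeR at a mean of at least 40 SRPBM. At the paper's thresholds, an unadjusted p under 0.05 and a ratio of group means over 2-fold, 271 circRNAs passed, 87 upregulated and 184 downregulated. Of these, 188 were at 0 in all 3 libraries of a group, which is every such circRNA tested, even with 3 reads in all, so that the filter fixes this number, and the other 83 were 29 upregulated and 54 downregulated. This balance depends on the scaling, since circRNAs counted in both groups were 33 upregulated and 40 downregulated in edgeR with TMM scaling. Of the 85 circRNAs of Table S4, 70 passed again, 25 upregulated and 45 downregulated. When adjusted over the list alone, 49 of the 85 passed, which is not independent evidence because the list was chosen on these libraries.

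Host genes are known here for the circRNAs of Table S4 only, and they were grouped by gene lists fixed before the deposited counts were examined, though after Table S4 had been read. Of 4 circRNAs from genes of NFAT and calcium signalling, 3 were downregulated and 1 was upregulated at the paper's thresholds. Those from the transcription factor genes NFATC2 (circRNA4220) and NFATC3 and from the calcium channel gene ITPR1 were lower, with a log2 fold change of -1.79 (standard error 0.67) for circRNA4220 and -2.09 (standard error 0.92) for circRNA1544 of ITPR1. The one from MCU, the mitochondrial calcium uniporter, is an intronic ciRNA (ciRNA596) and was higher, by a log2 fold change of 1.45 (standard error 0.55). All 3 circRNAs from ubiquitin ligase genes had lower values in the RP group, and those of HUWE1 (circRNA1883, -2.12, standard error 0.59) and UBE3C passed, while that of CUL3 did not (unadjusted p = 0.058 from edgeR). Of 4 from chromatin modifier genes, those of BRWD1 and KDM6A were downregulated, and those of SIN3A and KDM4C did not pass. Both circRNAs from autophagy genes were downregulated, those of RB1CC1 (-2.78, standard error 1.19) and RHEB (-2.90, standard error 1.26), the latter with 3 reads in RP-3 and 0 in the other RP libraries. The circRNA from BCL11B, a T-cell transcription factor, was downregulated, and of 2 from neutrophil marker genes that of ANXA3 was upregulated and that of MGAM did not pass. The single circRNA from the NF-kB list, that of NKIRAS1, did not pass (unadjusted p = 0.056 from edgeR). No circRNA of Table S4 came from a gene of the ferroptosis, iron handling, apoptosis, interferon or hypoxia lists, of the monocyte, B-cell, NK-cell, erythroid, platelet or eosinophil marker lists, or of the list of widely circularised genes. Table S4 has only 66 host names and these lists hold 10 to 49 genes each, so this absence is no evidence about their themes. Among all exonic circRNAs of Table S4, 45 were lower and 16 were higher in the RP group. Gene lists with mostly lower values are therefore near the balance of the exonic circRNAs of Table S4. Over all its classes, 54 were lower and 31 were higher. The hosts named above come from a list chosen on these libraries, so their directions are not independent evidence. Of the 12 that passed, that of HUWE1 kept an unadjusted p under 0.05 with any 1 library left out and 11 lost it in at least 1 case. It was lost without NC-1 for those of NFATC2 and UBE3C, without RP-1 for that of MCU, without NC-3 for that of BCL11B, without NC-3 or RP-2 for that of BRWD1 and without NC-2 or RP-3 for that of ANXA3. Those of NFATC3 (without NC-1, NC-2, RP-2 or RP-3), ITPR1 (without NC-1, NC-2, NC-3 or RP-2), KDM6A (without NC-1, NC-2, RP-1 or RP-3), RB1CC1 (without NC-1, NC-3, RP-1 or RP-2) and RHEB (without NC-1, RP-1 or RP-2) lost it in 3 or 4 cases. Among other edgeR, limma and DESeq2 fits to all libraries without a block, it was lost with DESeq2 for those of NFATC2, NFATC3 and ITPR1, in limma with a pseudocount of 1 and at a mean of at least 40 SRPBM for that of ITPR1, without a filter for those of NFATC3 and KDM6A, with TMM scaling for that of KDM6A and in limma without a trend for that of BRWD1.

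Without NC-1, 6 circRNAs had an adjusted p under 0.05 in edgeR, 5 of them among the 15, and 39 circRNAs of Table S4 passed the paper's thresholds again. The balance of directions at an adjusted p under 0.05 in edgeR depended on the library left out, with 3 upregulated and 3 downregulated without NC-1, 6 and 4 without NC-2, 7 and 3 without NC-3, 2 and 8 without RP-1, 4 and 10 without RP-2 and 2 and 9 without RP-3. At the paper's thresholds, 56 were upregulated and 32 downregulated without NC-1, 57 and 62 without NC-2, 64 and 40 without NC-3, 25 and 212 without RP-1, 30 and 177 without RP-2 and 29 and 177 without RP-3. With a library left out, a circRNA counted only in the group it came from cannot reach 3 libraries and is not tested, which tilts this balance towards the other direction. Of those that passed, circRNAs at 0 in a whole group numbered 30, 37 and 35 without NC-1, NC-2 or NC-3 and 168, 139 and 146 without RP-1, RP-2 or RP-3. Among circRNAs counted in both groups, 26 were then upregulated and 32 downregulated without NC-1, 20 and 62 without NC-2, 29 and 40 without NC-3, 25 and 44 without RP-1, 30 and 38 without RP-2 and 29 and 31 without RP-3.

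**Figure D1:**
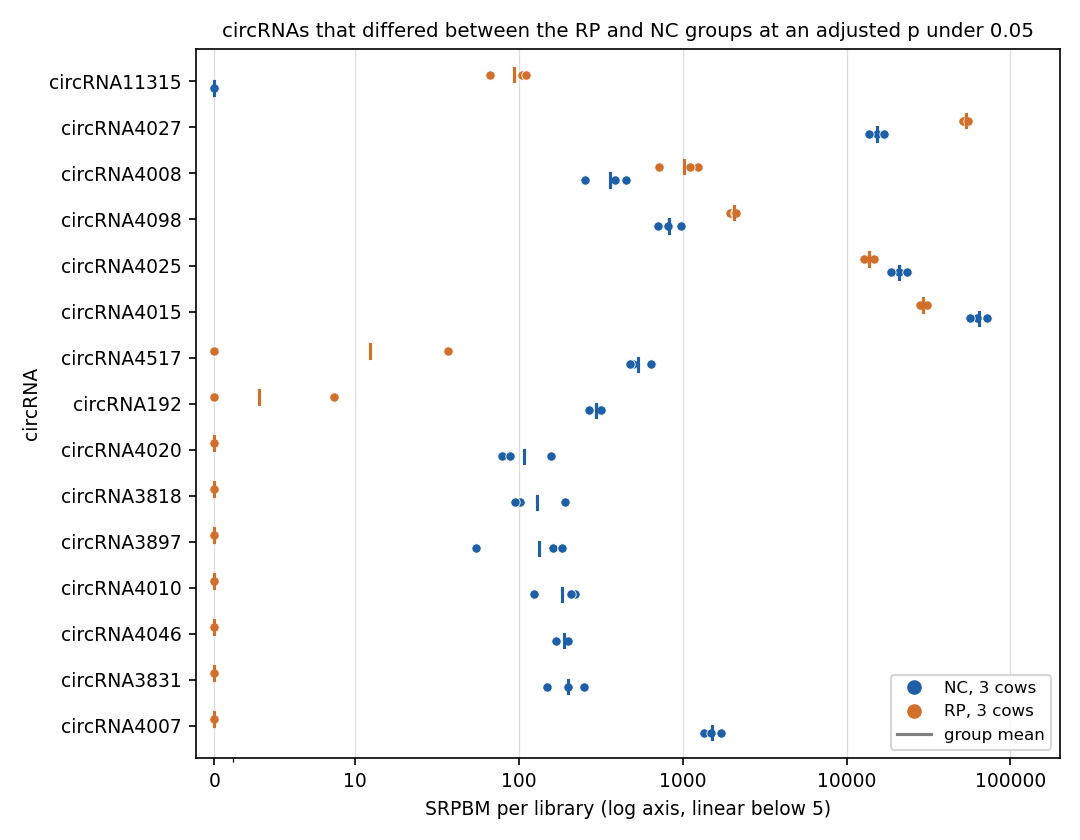
SRPBM of the 15 circRNAs with an adjusted p under 0.05, on a log axis that is linear below 5, with 1 point per cow (blue NC, orange RP) and a bar at each group's mean. Points at 0 lie on top of each other, and the 3 RP cows are at 0 for 7 of the 11 downregulated circRNAs.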

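In the sequencing data, the circRNAs taken for qPCR were circRNA4517, circRNA6208, circRNA4804, circRNA7697, circRNA4015, circRNA3623, ciRNA1636, circRNA1890, circRNA2513, circRNA2656, circRNA3998 and circRNA3288 (Fig. 1D). In each of these 12 the 3 RP values lay on one side of the 3 NC values, 5 higher and 7 lower in the RP group, and an exact two-sided permutation test gives p = 0.10 for each, the smallest that 3 cows against 3 allow. The 12 were drawn from Table S4, a list chosen on these libraries, so this is not independent evidence. Groups do not overlap in 77 of the 85 circRNAs of that list. circRNA4804 had 0, 1 and 0 reads in the NC libraries and 1, 10 and 7 in the RP libraries. Its separation rests on scaling, since 1 read is 7.33 SRPBM in NC-2 and 8.39 in RP-1. circRNA4517 had 63, 65 and 77 reads in NC-1 to NC-3 and 0, 5 and 0 in RP-1 to RP-3, a log2 fold change of -5.27 (standard error 0.66, adjusted p = 2.0e-04 from edgeR's quasi-likelihood test). Its adjusted p was 0.099 in limma with a pseudocount of 1 and 0.058 in edgeR at a mean of at least 40 SRPBM. The others apart from circRNA4015 and circRNA3998 had fewer than 30 reads over the 6 libraries. circRNA7697, from the dystrobrevin gene DTNB, had 8, 7 and 8 reads in the RP libraries and 0, 2 and 0 in the NC libraries (log2 fold change 3.34, standard error 1.30). circRNA2513, from the kinase gene WNK1, had 15, 4 and 6 reads in the NC libraries and 1 read in the RP libraries together. circRNA3288, from REPS1, had 5, 11 and 4 reads in the NC libraries and also 1 read in the RP group. The paper's thresholds, applied to edgeR's unadjusted p, were passed by 10 of the 12. circRNA3623 from the histone demethylase gene KDM4C and ciRNA1636 from the splicing regulator gene MBNL1 did not pass. After adjustment over all circRNAs tested, 2 passed, circRNA4517 and circRNA4015. With 1 library left out, 3 of the 10 kept an unadjusted p under 0.05 in every case, circRNA4517, circRNA4015 and circRNA3998. The others lost it in at least 1 case, circRNA4804 and circRNA6208 without NC-1, NC-3, RP-2 or RP-3, circRNA1890 without NC-1, NC-2, RP-1 or RP-3, circRNA7697, circRNA2513 and circRNA2656 without NC-1, and circRNA3288 without NC-2. In other fits to all libraries without a block, circRNA6208 and circRNA1890 lost it without a filter, circRNA1890 also with TMM scaling, and circRNA4804, circRNA2513 and circRNA2656 with Student's statistic on SRPBM. circRNA3998 lost it in DESeq2 and at a mean of at least 40 SRPBM. Without RP-2 the RP group is at 0 for circRNA4517, and without NC-2 the NC group is at 0 for circRNA7697, so that their fitted log2 fold changes, -9.08 and 5.95, are then no measure of size.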

Twelve DE circRNAs were also randomly selected for qPCR validation, and the circRNA expression was consistent with the RNA-Seq data trend (Figure 1A–D and Table S4).

Using previous research [1], the datasets of GSE214588 were downloaded from the Gene Expression Omnibus (GEO) (https://www.ncbi.nlm.nih.gov/gds/?term=, accessed on 18 October 2022), RNA-Seq data, and the biological characteristics of PCD were used to identify DE genes in these datasets. We focused on the involvement of DE miRNA target genes in apoptosis, cell differentiation, multicellular development, the positive regulation of cell surface and cell population proliferation, the negative regulation of cell apoptosis, chromatin, and the membrane (Figure 1E). These eight biological processes were associated with 18 DE bta-miRNAs (6 upregulated, 12 downregulated). The miR-205_R-1 participated in all eight biological processes and was upregulated 2.1-fold in the RP group compared to the NC group (Figure 1F,G and Table S5).

The miR-205_R-1 target circRNAs and mRNAs were predicted using the TargetScan and miRanda databases. A total of 11 mRNAs were detected (3 upregulated, 8 downregulated) (Figure 1H). Additionally, 20 circRNAs were identified, of which 7 were downregulated and 13 were upregulated (Figure 1I). 

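The blood libraries gave values for all 20 of these circRNAs, and in each the direction of the group means was that of Table S4, with 13 higher and 7 lower in the RP group. Of the 20, 10 are intergenic in Table S4. circRNA7191 (chromosome 23, 27784785 to 27833696) had 212, 265 and 267 reads in RP-1 to RP-3 and 0, 67 and 61 in NC-1 to NC-3, a log2 fold change of 2.55 (standard error 0.69), and its unadjusted p was 0.091 in DESeq2, 0.11 in limma's robust fit, 0.054 in limma with a pseudocount of 1 and 0.060 in edgeR at a mean of at least 40 SRPBM. It lies within the span of circRNA4008. circRNA3899 on chromosome 12 had 252 ± 112 SRPBM (SD, n = 3) in the RP group and 52.9 ± 26.9 (SD, n = 3) in the NC group. circRNA3909 on chromosome 13 had 247 ± 66.5 SRPBM (SD, n = 3) in the RP group and 109 ± 9.25 (SD, n = 3) in the NC group. Among those with a host gene, circRNA9898 from SVIL, which encodes the actin-binding protein supervillin, had 22, 10 and 23 reads in the RP libraries and 0, 0 and 7 in the NC libraries. circRNA2307 from the annexin gene ANXA3 had 5, 7 and 14 reads in the RP libraries and 2, 0 and 1 in the NC libraries. Of the ciRNAs, ciRNA581 from FANCL, a gene of DNA repair, had 14, 11 and 8 reads in the NC libraries and 3, 0 and 0 in the RP libraries. In edgeR's quasi-likelihood test, 19 of the 20 had an unadjusted p under 0.05 with a ratio of means over 2-fold, 12 upregulated and 7 downregulated, and ciRNA1636 did not. Over all circRNAs tested, 4 of the 20 had an adjusted p under 0.05, namely circRNA4027, circRNA4008, circRNA4098 and circRNA4015. With 1 library left out, circRNA7191 had an adjusted p of 2.8e-05, 0.0025 and 0.010 from edgeR without NC-1, NC-2 or NC-3, circRNA3899 had 0.013 without NC-3 and 0.038 without RP-2, and circRNA9898 had 0.0022 without NC-3, when its NC group is at 0. With 1 library left out, 9 of the 19 kept an unadjusted p under 0.05 in every case and 10 lost it in at least 1, among them circRNA3909 without RP-3 and circRNA2307 without NC-2 or RP-3. circRNA3909 also lost it in limma without a trend. The 20 were drawn from a list made on these libraries, so their directions are not independent evidence.

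**Figure D2:**
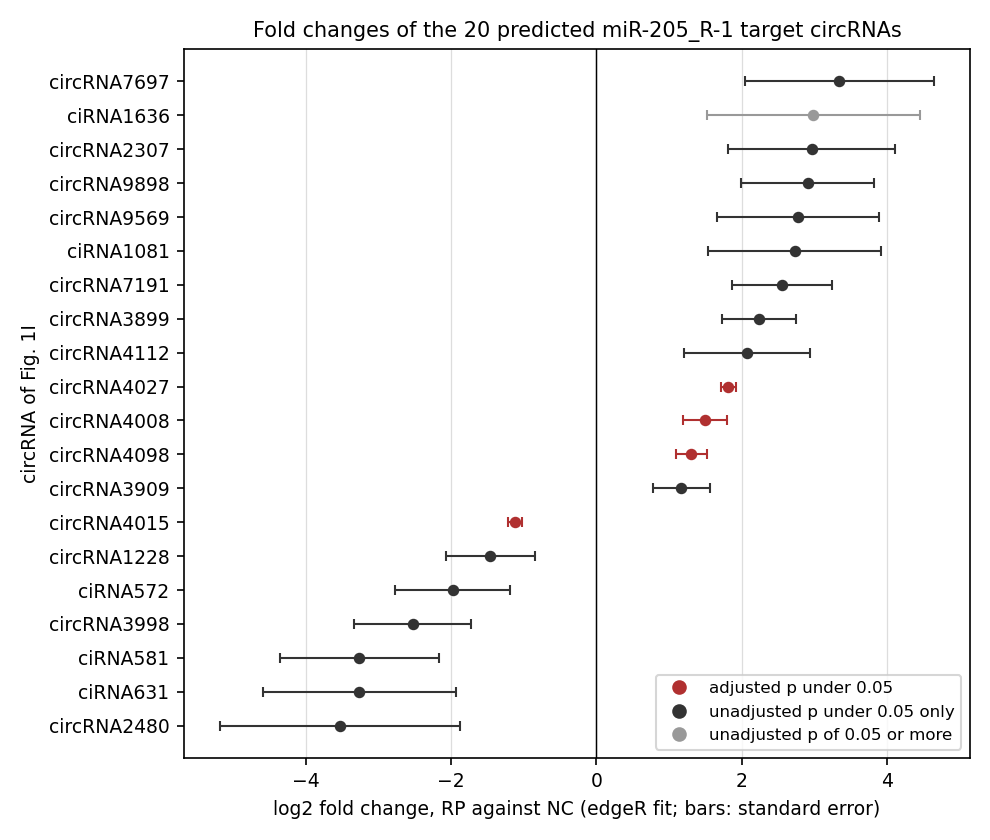
Log2 fold changes of the 20 circRNAs of Fig. 1I in the RP group against the NC group (horizontal axis), from the edgeR fit, with bars for 1 standard error. Red points passed an adjusted p under 0.05, black points an unadjusted p under 0.05 only, and the grey point neither.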

By analyzing the DE target genes of miR-205_R-1 using KEGG, we found that the most enriched PCD pathways included MAPK, cancer, RAS, PI3K-Akt, VEGF signaling, and ferroptosis (Figure 1J). The DE target genes of miR-205_R-1 in these eight signaling pathways included EPAS1, VEGFA, and SLC39A8. Only SLC39A8 was negatively correlated with miR-205_R-1, enriched in the ferroptosis pathway, and significantly downregulated by 2.61-fold in the RP group compared with the NC group (Table S6). 

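By their names, 5 of the 20 circRNAs with a predicted miR-205_R-1 site were intronic and 15 were not. The ciRNAs were ciRNA572 from UCHL5, ciRNA581, ciRNA631, ciRNA1081 from MBOAT2 and ciRNA1636. Of these, 3 had lower and 2 had higher group means in the RP group. ciRNA572 had 14, 4 and 18 reads in NC-1 to NC-3 and 3, 4 and 2 in RP-1 to RP-3, and its groups overlap in SRPBM (log2 fold change -1.98, standard error 0.79, unadjusted p = 0.023 from edgeR's quasi-likelihood test). ciRNA631 had 11, 6 and 6 reads in the NC libraries and 2, 0 and 0 in the RP libraries. ciRNA1081 had 16, 4 and 7 reads in the RP libraries and 0, 4 and 0 in the NC libraries. Of all 198 ciRNAs tested, 21 passed the paper's thresholds. Of the 15 other circRNAs, 4 were lower and 11 were higher in the RP group. circRNA9569 on chromosome 12 had 11, 11 and 8 reads in the RP libraries and 0, 0 and 4 in the NC libraries, and circRNA4112 on chromosome 5 had 17, 16 and 5 against 4, 5 and 0. The unadjusted p from edgeR was 0.05 or more for ciRNA572 without NC-1, NC-3 or RP-3, for ciRNA631 without NC-1, RP-2 or RP-3 and for ciRNA1081 without NC-1, NC-3 or RP-1. The same held for circRNA9569 without NC-1, NC-2, RP-1 or RP-2 and for circRNA4112 without NC-3, RP-1 or RP-2. In other fits to all libraries without a block it held for ciRNA572 in limma with a pseudocount of 1, with quantile normalization or without a trend and in DESeq2, for circRNA4112 in limma with a pseudocount of 1, for ciRNA1081 and circRNA4112 at a mean of at least 40 SRPBM, and for all 3 with Student's statistic on SRPBM.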

Among the DE circRNAs targeted by miR-205_R-1, there were 5 ciRNAs and 15 circRNAs (4 downregulated, 11 upregulated). The circRNAs that were negatively correlated with miR-205_R-1 were circRNA1228, circRNA2480, circRNA3998, and circRNA4015. Among them, the circRNA2480 was significantly downregulated by 3.88-fold in the RP group compared with the NC group (Table S4). 

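The 4 circRNAs had lower group means in the RP group and differed widely in abundance. circRNA4015, an intergenic circRNA of chromosome 23 (28524822 to 28720812 in Table S4), had the most back-spliced reads over the 6 libraries, with 63968 ± 7832 SRPBM (SD, n = 3) in the NC group and 29390 ± 1558 SRPBM (SD, n = 3) in the RP group. Its log2 fold change was -1.12 (standard error 0.10, adjusted p = 2.9e-06 from edgeR's quasi-likelihood test). It shares its end with circRNA4027, and the sum of both was 83346 ± 3512 SRPBM (SD, n = 3) in the RP group and 79302 ± 9407 SRPBM (SD, n = 3) in the NC group. circRNA3998, an intergenic circRNA of chromosome 21 (67783188 to 67820530), had 44, 41 and 46 reads in NC-1 to NC-3 and 0, 23 and 0 in RP-1 to RP-3. Its log2 fold change was -2.53 (standard error 0.81, unadjusted p = 0.0060 from edgeR). RP-2 decides this value: without it the RP group is at 0, the fitted log2 fold change is -8.44 and the adjusted p from edgeR is 1.1e-04, whereas without RP-1 or RP-3 the log2 fold change is -1.98 and -1.96. circRNA1228, formed by 2 exons of NFATC3 on chromosome 18 (35549222 to 35552259), had 119 ± 19.8 SRPBM (SD, n = 3) in the NC group and 43.0 ± 22.6 SRPBM (SD, n = 3) in the RP group. Its log2 fold change was -1.46 (standard error 0.61, unadjusted p = 0.028 from edgeR), and the unadjusted p was 0.05 or more without NC-1, NC-2, RP-2 or RP-3. circRNA2480 was the rarest, with 17 reads over the 6 libraries. Of the 4, circRNA4015 had an adjusted p under 0.05 over all circRNAs tested, and its adjusted p was 0.43 in limma without a trend and 0.26 in edgeR's exact test. DESeq2 gave circRNA3998 and circRNA1228 unadjusted p-values of 0.24 and 0.081, and in edgeR they were 0.072 for circRNA3998 at a mean of at least 40 SRPBM and 0.054 for circRNA1228 without a filter.

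**Figure D3:**
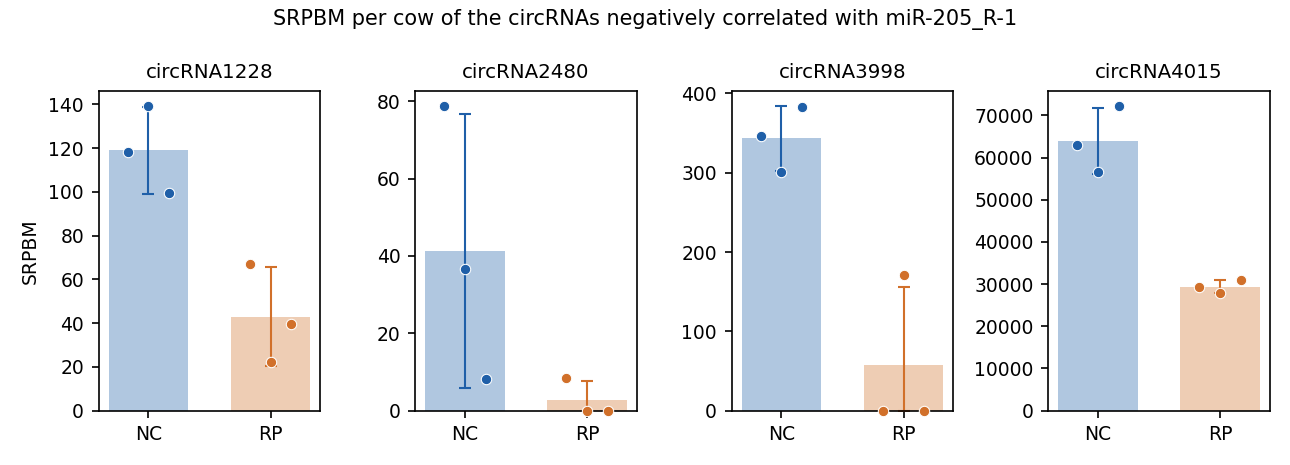
SRPBM of the 4 circRNAs (vertical axes, each with its own scale from 0), with 1 point per cow, bars for the group means and error bars for the SD, drawn down to 0 at most. The NC points of circRNA2480 lie between 8.31 and 78.8 SRPBM, and RP-2 stands apart from the other RP cows for circRNA3998.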

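circRNA2480 had 10, 5 and 1 back-spliced reads in NC-1 to NC-3 and 1, 0 and 0 in RP-1 to RP-3. In SRPBM this was 41.3 ± 35.5 (SD, n = 3) in the NC group and 2.80 ± 4.84 (SD, n = 3) in the RP group. The ratio of the group means was -3.88 on the log2 scale, which is a 14.8-fold decrease. From the 16 reads of the NC group and the 1 read of the RP group, the ratio of reads per mapped read was 15.9, with a 95% exact interval of 2.46 to 665 that covers counting error only. The groups overlapped, since RP-1 had 8.39 SRPBM and NC-3 had 8.31, each from 1 read. An exact two-sided permutation test of the means gave p = 0.20, where 0.10 is the smallest that 3 cows against 3 allow. edgeR's quasi-likelihood test gave a log2 fold change of -3.53 (standard error 1.65) with an unadjusted p of 0.047 and an adjusted p of 0.53. Among edgeR fits without a block, the unadjusted p was 0.10 without NC-1, 0.063 without NC-2, 0.10 without RP-2, 0.096 without RP-3, 0.053 with TMM scaling and 0.0501 without a filter. In limma with a pseudocount of 8 it was 0.048, and 0.084 with quantile normalization and 0.062 with median scaling in that fit.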

The circRNA2480 corresponded to the host gene, *AMN1*, on chromosome 5 and was formed by the reverse splicing of five exons to form a closed-loop structure with a total length of 546 nt, known as *circAMN1*. Therefore, *circAMN1* was selected as a candidate gene to construct a competitive endogenous RNA (ceRNA) network for subsequent experiments.

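Table S4 places circRNA2480 on the plus strand of chromosome 5 from 78214029 to 78229215, a span of 15187 bases with 5 exons of AMN1. The genome build of these coordinates is not given in the sources used here. The closed-loop RNA is counted by the single junction that joins the end of its last exon to the start of its first, and reads from inside the exons, which linear AMN1 mRNA shares, do not enter the count. The paper selects circAMN1 for its competing RNA network after giving its negative correlation with miR-205_R-1, its lower expression and its host gene and exons. By qPCR, the paper also reports significantly less circAMN1 in RP blood and in RP placental tissue, which was not examined here.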

The ceRNA signaling network was axis-mediated, PCD–ferroptosis pathway in Holstein dairy cows was constructed by screening the DE target genes, *circAMN1* and *SLC39A8*, with *miR-205_R-1* as the central axis. The qPCR showed that *SLC39A8* and *circAMN1* mRNA expression was significantly lower, whereas *miR-205_R-1* mRNA expression was significantly higher in the blood and placental tissues of the RP group compared to that of the NC group (Figure 1K–M).

### 3.2. Erastin Induces Ferroptosis in Trophoblast Cells

We investigated the effect of ferroptosis on trophoblast cells in vitro. To establish the optimal concentration for inducing ferroptosis, the cells were exposed to erastin at various concentrations. Erastin increased trophoblast cell death and reduced cell proliferation in a dose-dependent manner (Figure 2A–C). Significant cell death was observed at a concentration of 30 µM; therefore, this concentration was used in the subsequent experiments. After erastin treatment, intracellular total iron and Fe^2+^ accumulated, mitochondrial membrane potential weakened, the GSH level and GSH/GSSG level decreased, and GSSG and ROS content increased (Figure 2D–L). Treatment with 10 µM Fer-1 reversed these effects.

### 3.3. miR-205_R-1 Regulates Erastin-Induced Ferroptosis

When the miR-205_R-1 mimic was transfected into trophoblast cells at different concentrations, *miR-205_R-1* mRNA expression increased in all groups (Figure 3A). Based on these findings, 50 nM miR-205_R-1 was used in the subsequent experiments. The miR-205_R-1 mimic promoted cell migration (Figure 3B). Immunofluorescence (IF) showed that the miR-205_R-1 mimic inhibited the fluorescence brightness of SLC39A8 (Figure 3C). Furthermore, the miR-205_R-1 mimic increased cell viability, GSH level, and the GSH/GSSG level and decreased total iron, Fe^2+^, and GSSG levels in erastin-treated cells (Figure 3D–I).

Trophoblast cells were treated with different concentrations of the miR-205_R-1 inhibitor. Based on the decreased *miR-205_R-1* mRNA expression in all groups (Figure 3J), the 50 nM miR-205_R-1 inhibitor was used in the subsequent experiments. In erastin-treated cells, treatment with the miR-205_R-1 inhibitor decreased cell migration (Figure 3K); increased SLC39A8 expression (Figure 3L); reduced cell viability; decreased GSH level and the GSH/GSSG level; and increased total iron, Fe^2+^, and GSSG levels (Figure 3M–R).

### 3.4. circAMN1 Regulates Erastin-Induced Ferroptosis

To investigate the effect of circAMN1, we transfected trophoblast cells with different concentrations of pcDNA3.1 circAMN1. Overall, *circAMN1* mRNA expression significantly increased in all transfected groups (Figure 4A); however, 4 ng was selected as the optimal treatment concentration for the subsequent experiments. pcDNA3.1 circAMN1 reduced cell migration (Figure 4B), and IF analysis revealed that pcDNA3.1 circAMN1 promoted SLC39A8 expression (Figure 4C). Furthermore, pcDNA3.1 circAMN1 decreased the viability of erastin-treated cells, decreased the GSH level and GSH/GSSG level, and increased total iron and Fe^2+^ levels. The level of GSSG increased, but not significantly (Figure 4D–I).

We transfected trophoblast cells with varying concentrations of si-circAMN1 #1 or #2. No knockdown effect was conferred by 10 nM si-circAMN1, whereas 30 and 50 nM si-circAMN1 significantly inhibited *circAMN1* mRNA expression (Figure 4J). Ultimately, 30 nM si-circAMN1 #2 was selected for the subsequent experiments. si-circAMN1 promoted cell migration (Figure 4K), and the IF analysis showed that si-circAMN1 inhibited SLC39A8 expression (Figure 4L). In erastin-treated cells, si-circAMN1 promoted cell viability; increased the GSH level and GSH/GSSG level; and decreased total iron, Fe^2+^, and GSSG levels (Figure 4M–R).

### 3.5. Targeting the Relationship among circAMN1, SLC39A8, and miR-205_R-1

Following transfection with the miR-205_R-1 inhibitor, *circAMN1* and *SLC39A8* mRNA expression significantly increased (Figure 5A), whereas transfection with the miR-205_R-1 mimic had the opposite effect (Figure 5B). Following transfection with si-circAMN1, *miR-205_R-1* mRNA expression significantly increased, whereas that of *SLC39A8* mRNA decreased significantly (Figure 5C). Following transfection with pcDNA3.1 circAMN1, *miR-205_R-1* mRNA expression decreased significantly, whereas that of *SLC39A8* mRNA increased significantly (Figure 5D).

In trophoblast cells, *circAMN1* was primarily expressed in the cytoplasm (Figure 5E). We evaluated the stability of *circAMN1* and linear *AMN1* using RNase R. The circular structure (*circAMN1*) showed higher resistance to RNase R and could amplify cDNA, whereas the linear structure (*AMN1*) could not (Figure 5F).

We identified potential binding sites between circAMN1 and miR-205_R-1 to elucidate the mechanism by which circAMN1 transcriptionally regulates miR-205_R-1 expression. To confirm this interaction, we mutated the circAMN1-binding site, ATGAAGG. The corresponding dual-luciferase reporter assays showed that the mutated circAMN1 could not bind to miR-205_R-1 (Figure 5G).

We identified potential binding sites between SLC39A8 and miR-205_R-1 to elucidate the corresponding regulatory mechanism. To confirm this interaction, we mutated the SLC39A8-binding sites, GGTG and AATGAAGG. The corresponding dual-luciferase reporter assays showed that the mutated SLC39A8 could not bind to miR-205_R-1 (Figure 5H).

### 3.6. circAMN1 Acts as an miR-205_R-1 Sponge to Regulate Erastin-Induced Ferroptosis

We conducted rescue experiments in trophoblast cells to investigate the regulatory effect of circAMN1/miR-205_R-1/SLC39A8 on cell ferroptosis. Next, we examined the proliferation, ferroptosis-related factors, migration, and invasion changes of trophoblast cells treated with erastin, circAMN1, and miR-205_R-1.

EdU and JC-1 staining showed that erastin reduced cell proliferation and mitochondrial membrane potential, whereas the miR-205_R-1 inhibitor exacerbated the process. The si-circAMN1-rescued erastin induced cell proliferation and mitochondrial membrane potential, but the miR-205_R-1 inhibitor reversed the effect of si-circAMN1 on trophoblast cells (Figure 6A,B). Erastin increased the *SLC39A8* mRNA expression level, and during this process, si-circAMN1 decreased the *SLC39A8* mRNA expression level (*p* < 0.01). However, the inhibitor reversed this change (Figure 6C). The miR-205_R-1 inhibitor reduced the changes in GSH and GSH/GSSG and increased the content of GSSG, total iron, and Fe^2+^ (*p* < 0.01, Figure 6D–H). When erastin was used to transfect si-circAMN1 into trophoblast cells, ROS levels decreased, but the miR-205_R-1 inhibitor reversed the effect of si-circAMN1 on cells (Figure 6I). After erastin treatment of cells, mitochondrial cristae decreased or disappeared. During this process, si-circAMN1 completed the structure of mitochondria, but the miR-205_R-1 inhibitor reversed this change (Figure 6J). Erastin reduced the migration and invasion ability of cells, and during this process, si-circAMN1 rescued the migration and invasion ability of cells. However, the miR-205_R-1 inhibitor reversed this change (Figure 6K).

EdU and JC-1 staining showed that erastin reduced cell proliferation and mitochondrial membrane potential, and the mimic rescued the process. However, pcDNA3.1 circAMN1 reversed the effect of the miR-205_R-1 mimic on cell proliferation and mitochondrial membrane potential (Figure 7A,B). Erastin increased the *SLC39A8* mRNA expression level, and during this process, the miR-205_R-1 mimic reduced the *SLC39A8* mRNA expression level (*p* < 0.01). However, pcDNA3.1 circAMN1 reversed this change (Figure 7C). pcDNA3.1 circAMN1 reduced the changes in GSH and GSH/GSSG, and increased the content of GSSG, total iron, and Fe^2+^ (*p* < 0.01, Figure 7D–H). When erastin was used to transfect the miR-205_R-1 mimic into trophoblast cells, ROS levels decreased, but pcDNA3.1 circAMN1 reversed the effect of the miR-205_R-1 mimic on cells (Figure 7I). After erastin treatment of cells, mitochondrial cristae decreased or disappeared. During this process, the miR-205_R-1 mimic restored the integrity of the mitochondrial structure, but pcDNA3.1 circAMN1 reversed this change (Figure 7J). Erastin reduced the migration and invasion ability of cells, and during this process, the miR-205_R-1 mimic rescued the migration and invasion ability of cells. However, pcDNA3.1 circAMN1 reversed this change (Figure 7K).

## 4. Discussion

The mammalian uterus and placenta undergo cell remodeling during each cycle; hence, systematic cell renewal is a fundamental event of uterine and placental cell change, including PCD and cell renewal caused by cell proliferation [15]. Maturation and shedding of the placenta are inseparable from PCD [3]. To elucidate the molecular mechanism by which PCD regulates the shedding of the placenta in Holstein cows, we constructed a circAMN1/miR-205_R-1/SLC39A8 signaling network axis related to PCD using the RNA-Seq and GSE214588 databases. The miR-205 is associated with apoptosis and proliferation, and miR-205_R-1 was named based on the missing base from the right of miR-205 [16,17,18]. Chen et al. [16] found that miR-205-5p/PTK7 regulates the proliferation, invasion, and migration ability of colorectal cancer cells. Inhibition of miR-205 expression promotes Rho family GTPase 3 activity in cardiac ischemia/reperfusion injury, regulating the function of the heart and mitochondria and, thus, reducing oxidative stress and apoptosis [18]. These results indicate that miR-205_R-1 is closely related to PCD; therefore, it was selected as a candidate gene that promotes the expulsion of the placenta.

Expulsion of the placenta results from the PCD of endometrial epithelial and trophoblast cells after placental maturation, reducing cell migration and invasion, weakening the ability of the fetal cotyledonary to grasp the uterus, and promoting the detachment of the fetal lobe from the uterine caruncle. Ferroptosis, a type of PCD, plays a vital role in biological development, especially in the expulsion of fetal membranes [3]. In this study, KEGG pathway analysis revealed that the miR-205_R-1 target gene, *SLC39A8*, was ultimately involved in the ferroptosis pathway. SLC39A8, also known as ZRT/IRT-like protein 8, is a transmembrane, divalent, metal transporter protein originally recognized as a zinc importer [19]. However, it was later found to transport iron with high affinity, thereby influencing the iron ion level and metabolism in vivo [20,21]. In this study, SLC39A8 expression was significantly reduced in the RP group, which may have weakened the ability of the body to transport iron ions. We speculate that, after fetal delivery, the mature placenta and uterus have less iron ion accumulation and trophoblast cells and endometrial epithelial cells cannot undergo ferroptosis, thereby preventing the expulsion of the placenta and causing RP.

Erastin can induce intracellular GSH depletion and ROS accumulation, leading to ferroptosis by inhibiting system xc^−^ activity [22]. Therefore, in this study, we used erastin to construct a ferroptosis model and detected ferroptosis-related indicators. We observed a dose-dependent effect of erastin on trophoblast cell death, with increases in intracellular levels of total iron, Fe^2+^, and ROS. Excessive accumulation of ROS can induce cell damage, which is closely related to GSH [23]. GSH, as a substrate for glutathione peroxidase and glutathione transferase, can eliminate harmful free radicals (mainly oxygen radicals) and lipid peroxides in the body by converting them into fatty acids and water as it is oxidized to GSSG [24]. In this study, erastin induced increases in intracellular GSSG levels and decreases in GSH levels and GSH/GSSG. The depletion of GSH and increase in GSSG levels indicate a decrease in the intracellular ability to clear lipid peroxides, leading to ferroptosis. Oxidative stress causes cell ferroptosis, which can lead to mitochondrial damage, resulting in the reduction or disappearance of mitochondrial cristae and a decrease in mitochondrial membrane potential [25]. In the current study, a decrease in mitochondrial membrane potential induced by erastin was detected. Fer-1 is a lipophilic iron death inhibitor that clears ROS through a reduction reaction, inhibits the Fenton reaction by reducing unstable iron in cells, and regulates ferroptosis [26]. The current study showed that Fer-1 reversed the changes induced by erastin. These results confirmed that a trophoblast ferroptosis model was constructed using erastin.

The non-coding RNAs (ncRNAs) play vital roles in various forms of PCD [27,28,29]. For example, lncRNA Mir9-3hg suppresses cardiomyocyte ferroptosis in ischemia–reperfusion mice via the Pum2/PRDX6 axis [27]. Furthermore, MiR-134-3p targets HMOX1 to inhibit ferroptosis in granulosa cells of sheep follicles [29]. In this study, regulating the expression of circAMN1 or miR-205_R-1 changed the migration ability of trophoblast cells. The si-circAMN1 or the miR-205_R-1 mimic inhibited erastin-induced ferroptosis. In contrast, pcDNA3.1 circAMN1 or the miR-205_R-1 inhibitor promoted erastin-induced ferroptosis. This indicates that circRNAs and miRNAs have regulatory effects on cells and are closely involved in the ferroptosis of trophoblast cells.

To demonstrate the regulatory relationship between circAMN1, miR-205_R-1, and SLC39A8, the current study confirmed the binding sites between circAMN1 and miR-205_R-1 and between miR-205_R-1 and SLC39A8 using dual-luciferase reporter assays. The circAMN1 was primarily expressed in the cytoplasm of trophoblast cells, rather than in the nucleus. It was also found that circAMN1 had a circular characteristic and was not easily degraded by the exonuclease, RNase R. These results indicate that circAMN1 regulates the expression of SLC39A8 through a ceRNA mechanism. In the subsequent results, in erastin-treated cells, si-circAMN1 was transfected into the trophoblast cells, reducing cell ferroptosis and eliminating the effect of the miR-205_R-1 inhibitor. pcDNA3.1 circAMN1 was transfected into trophoblast cells, exacerbating cell ferroptosis and thus eliminating the effect of the miR-205_R-1 mimic. In short, circAMN1 acted as an miR-205_R-1 sponge, regulating the expression of SLC39A8 and erastin-induced in vitro ferroptosis. SLC39A8 mainly transports iron ions, which are essential metal elements involved in several biological processes, from oxygen transportation to protein synthesis and enzymatic reactions [30]. Abnormalities in iron metabolism, including increased iron absorption and decreased iron output, can lead to ferroptosis by generating iron-mediated ROS via the Fenton reaction [31]. Extracellular trivalent Fe^3+^ forms a complex with transferrin, which binds to transferrin receptor 1 on the cell membrane and enters the cell through endocytosis to form an endosome. Fe^3+^ is subsequently reduced to Fe^2+^ by six-transmembrane epithelial antigen of prostate 3 and transported to the cytoplasm through SLC39A8, where it is introduced into a labile iron pool [19]. SLC39A8 can also transport extracellular free Fe^2+^ to intracellular, labile iron pools [19]. Through the Fenton reaction, free iron interacts with H_2_O_2_ to form highly reactive hydroxyl radicals [8]. The H_2_O_2_ and superoxide radicals are decomposed through chain reactions, producing a large amount of molecular oxygen, hydroxyl radicals, and hydroxyl anions, promoting lipid peroxidation in the cell membrane and resulting in ferroptosis progression [31], thereby leading to the reduced invasion and migration ability of endometrial epithelial and trophoblast cells and causing fetal membrane shedding.

To the best of our knowledge, this is the first study to emphasize the regulatory effect of circAMN1 against erastin-induced ferroptosis and to demonstrate its potential as an miR-205_R-1 sponge to regulate SLC39A8 expression, thereby mediating iron transport and regulating ferroptosis induced by erastin in trophoblast cells. Furthermore, the observed synergistic effects of circAMN1/miR-205_R-1 in the context of erastin-induced ferroptosis provide insights into potential biomarkers and present a novel treatment strategy for RP.

## Figures and Tables

**Figure 1:**
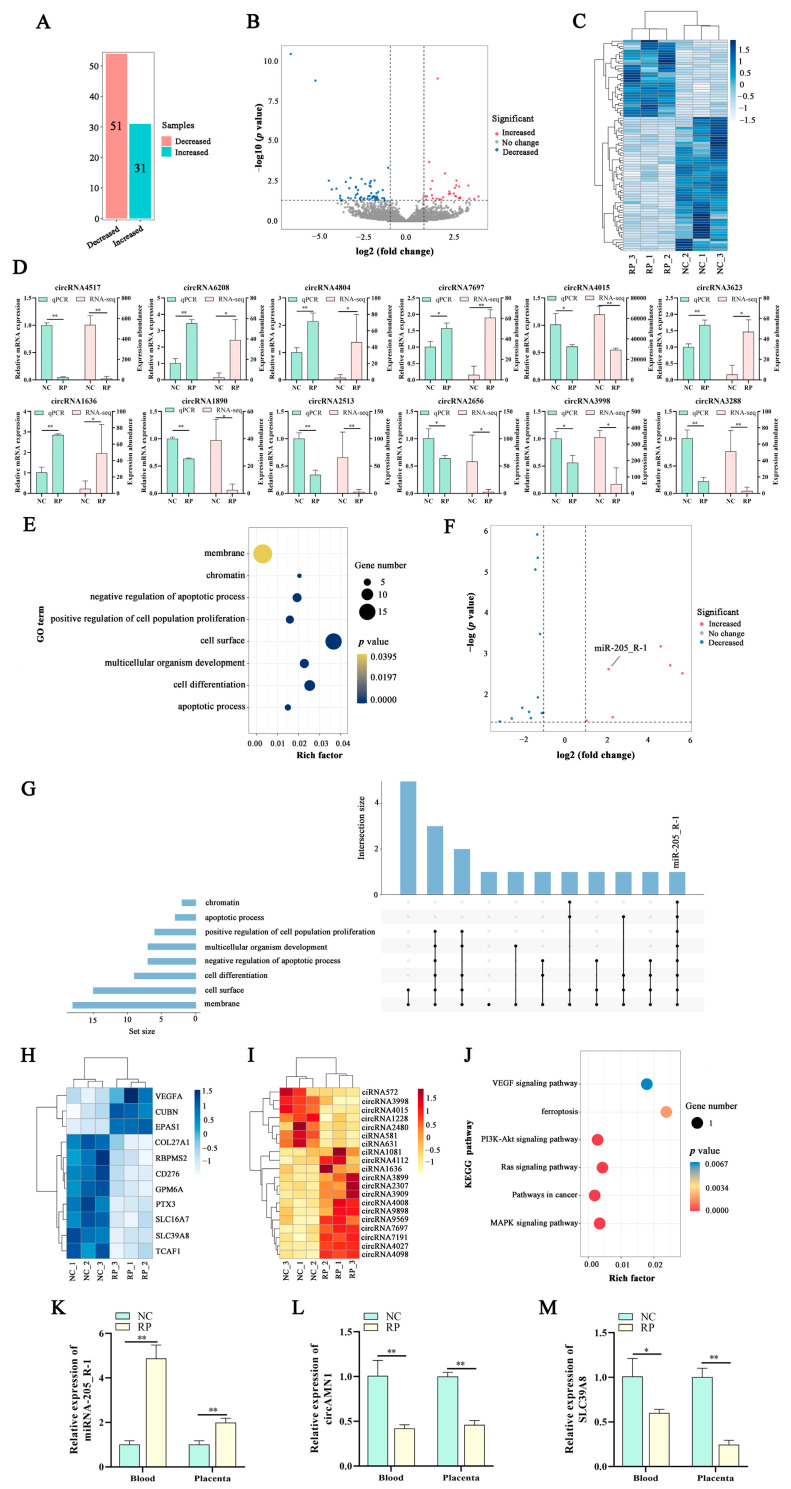
Construction of the ceRNA network axis. (**A**) Number of DE circRNAs. (**B**) Volcano plot of DE circRNAs. (**C**) Heatmap of DE circRNAs; colors from blue (high) to white (low) represent circRNA expression levels (Z-score). (**D**) Comparison of qPCR and RNA-seq of DE circRNAs. (**E**) Gene Ontology functional annotation of DE miRNA target gene mRNAs. (**F**) Volcano plot of DE miRNAs associated with PCD. (**G**) UpSet plot of DE miRNA target genes associated with PCD. (**H**) Heatmap of *miR-205_R-1* target gene mRNAs associated with PCD; colors from blue (high) to white (low) represent mRNA expression levels (Z-score). (**I**) Heatmap of *miR-205_R-1* target gene circRNAs; colors from orange (high) to white (low) represent circRNAs expression levels (Z-score). (**J**) KEGG pathway enrichment of *miR-205_R-1* target gene mRNAs. (**K**–**M**) *circAMN1*, *SLC39A8*, and *miR-205_R-1* mRNA expression in blood and placental tissue of the NC and RP groups. Data are expressed as mean (SD); * represents *p* < 0.05; ** represents *p* < 0.01; competitive endogenous RNA (ceRNA); programmed cell death (PCD); differentially expressed (DE); normal fetal membrane discharge (NC); retained placenta (RP).

**Figure 2:**
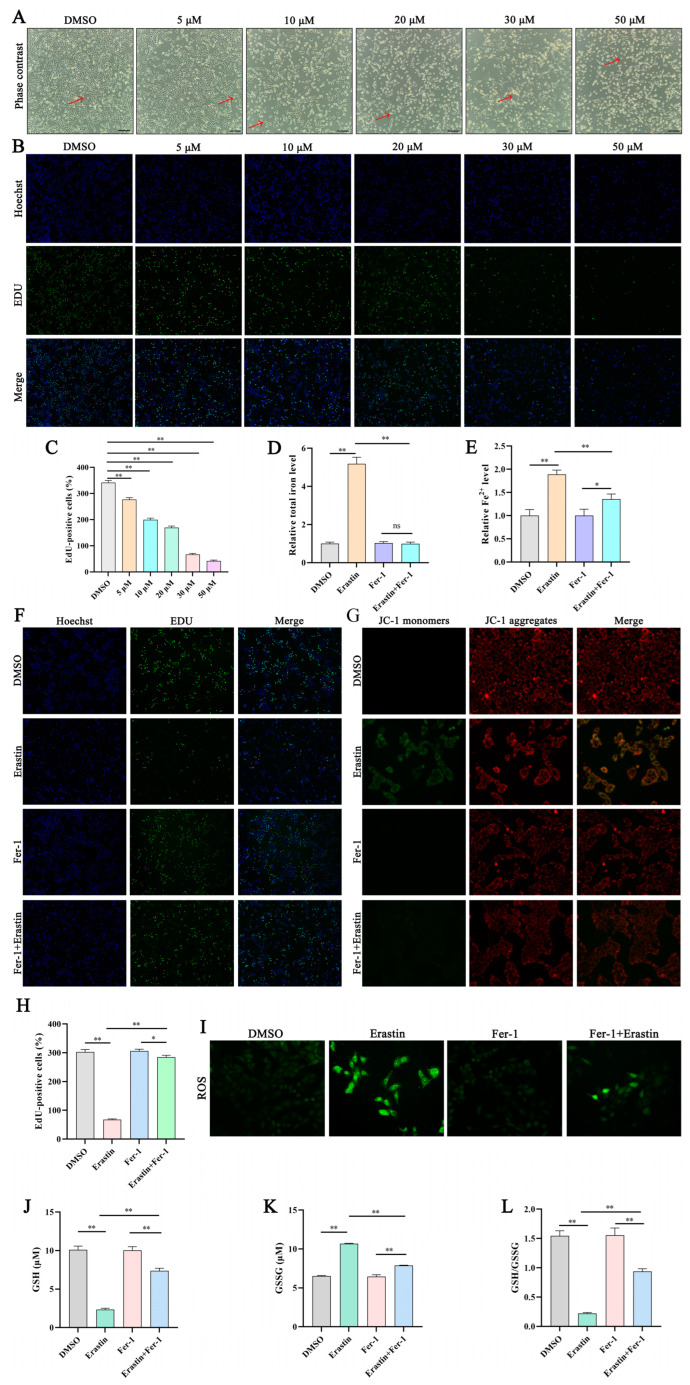
Erastin induces ferroptosis in trophoblast cells. (**A**,**B**) Phase contrast images and EdU assay of trophoblast cells treated with the indicated concentrations of erastin (5, 10, 15, 20, 30, and 50 µM) or DMSO in six-well plates for 12 h or evaluated; 40× magnification; red arrows indicate dead cells. (**C**) Cell proliferation detected using the EdU assay. (**D**–**L**) Trophoblast cells treated with 30 μM erastin or 10 μM Fer-1 for 12 h. (**D**,**E**) Total iron and Fe^2+^ levels in trophoblast cells. (**F**–**H**) Cell proliferation detected using the EdU assay and mitochondrial membrane potential; EdU 40× magnification; JC-1 200× magnification. (**I**) Reactive oxygen species 200× magnification. (**J**–**L**) GSH and GSSG levels and GSH/GSSH. Data are presented as mean (SD); * represents *p* < 0.05; ** represents *p* < 0.01; ns: *p* > 0.05.

**Figure 3:**
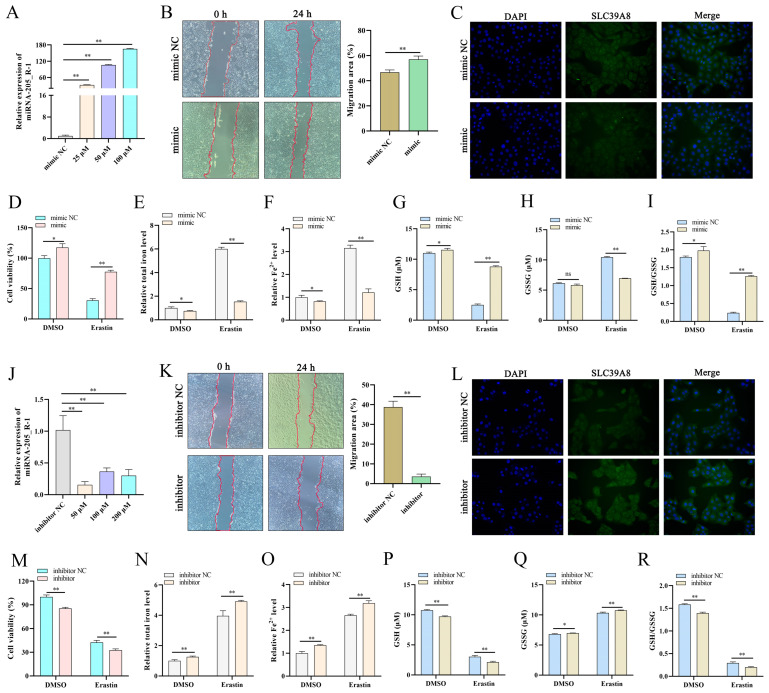
miR-205_R-1 regulates erastin-induced ferroptosis in trophoblast cells. (**A**) Transfection efficiency of an miR-205_R-1 mimic at different concentrations (25, 50, and 100 μM) in trophoblast cells. (**B**,**K**) Wound-healing assay of trophoblast cells transfected with 50 nM miR-205_R-1 mimic (**B**) or inhibitor (**K**), imaged 0 and 24 h following wound infliction. The migration area was calculated using ImageJ; 40× magnification. (**C**,**L**) Immunofluorescence assay of trophoblast cells transfected with the miR-205_R-1 mimic (**C**) or inhibitor (**L**); 200× magnification. (**D**–**I**) Cell viability (CCK-8 assay) and intracellular total iron, Fe^2+^, GSH, GSSG, and GSH/GSSG levels in erastin-treated trophoblast cells transfected with the miR-205_R-1 mimic. (**J**) Transfection efficiency of the miR-205_R-1 inhibitor at different concentrations (50, 100, and 200 μM) in trophoblast cells. (**M**–**R**) Cell viability (CCK-8 assay), and intracellular total iron, Fe^2+^, GSH, GSSG, and GSH/GSSG levels of erastin-treated trophoblast cells transfected with the miR-205_R-1 inhibitor. Data are presented as mean (SD); * represents *p* < 0.05; ** represents *p* < 0.01; ns: *p* > 0.05.

**Figure 4:**
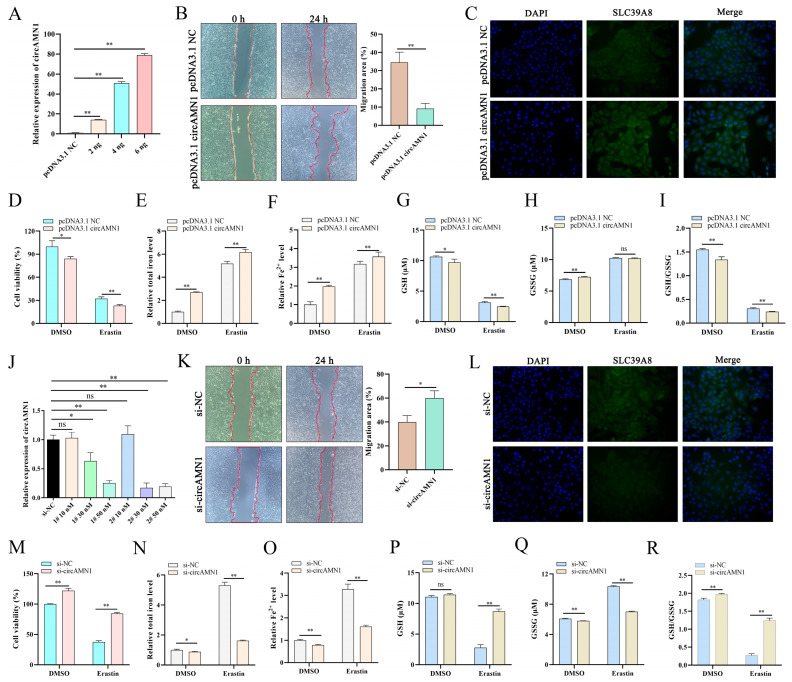
circAMN1 regulates ferroptosis in trophoblast cells. (**A**) Transfection efficiency of different concentrations of pcDNA3.1 circAMN1 (2, 4, and 6 ng) in trophoblast cells. (**B**,**K**) Wound-healing assay of trophoblast cells transfected with 4 ng of pcDNA3.1 circAMN1 (**B**) or 30 nM si-circAMN1 (**K**), imaged at 0 and 24 h following wound infliction. The migration area was calculated using ImageJ; 40× magnification. (**C**,**L**) Immunofluorescence assay of trophoblast cells transfected with pcDNA3.1 circAMN1 (**C**) or si-circAMN1 (**L**); 200× magnification. (**D**–**I**) Cell viability (CCK-8 assay) and intracellular total iron, Fe^2+^, GSH, GSSG, and GSH/GSSG levels of erastin-treated trophoblast cells transfected with pcDNA3.1 circAMN1. (**J**) Transfection efficiency of si-circAMN1 #1 and #2 at different concentrations (10, 30, and 50 nM) in trophoblast cells, indicated by circAMN1 expression. (**M**–**R**) Cell viability (CCK-8 assay) and intracellular total iron, Fe^2+^, GSH, GSSG, and GSH/GSSG levels of erastin-treated trophoblast cells transfected with si-circAMN1. Data are presented as mean (SD); * represents *p* < 0.05; ** represents *p* < 0.01; ns: *p* > 0.05.

**Figure 5:**
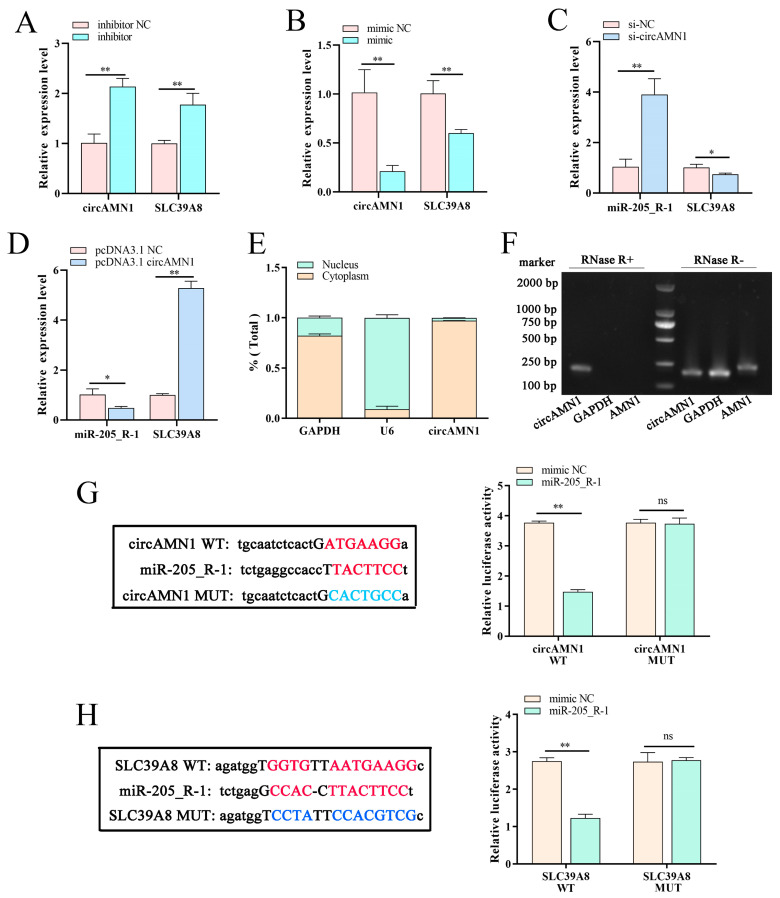
Targeting relationship among circAMN1, SLC39A8, and miR-205_R-1. *circAMN1* and *SLC39A8* mRNA expression in trophoblast cells following transfection with an miR-205_R-1 inhibitor (**A**) or mimic (**B**). *miR-205_R-1* and *SLC39A8* mRNA expression in trophoblast cells following transfection with si-circAMN1 (**C**) or pcDNA3.1 circAMN1 (**D**). (**E**) circAMN1 expression in the cytoplasm and nuclei of trophoblast cells; *GAPDH* and *U6* were used as cytoplasmic and nuclear controls, respectively. (**F**) PCR amplification of *AMN1* and *circAMN1* mRNA in RNase R-treated trophoblast cells; *GAPDH* served as a negative control. Binding site between *circAMN1* and *miR-205_R-1* (**G**) and *SLC39A8* and *miR-205_R-1* (**H**); the red base represents the wild-type binding site and the blue base represents the mutant binding site; a corresponding luciferase reporter assay was performed to detect binding between miR-205_R-1 and circAMN1 (**G**) and miR-205_R-1 and SLC39A8 (**H**). Data are presented as mean (SD); * represents *p* < 0.05; ** represents *p* < 0.01; ns: *p* > 0.05.

**Figure 6:**
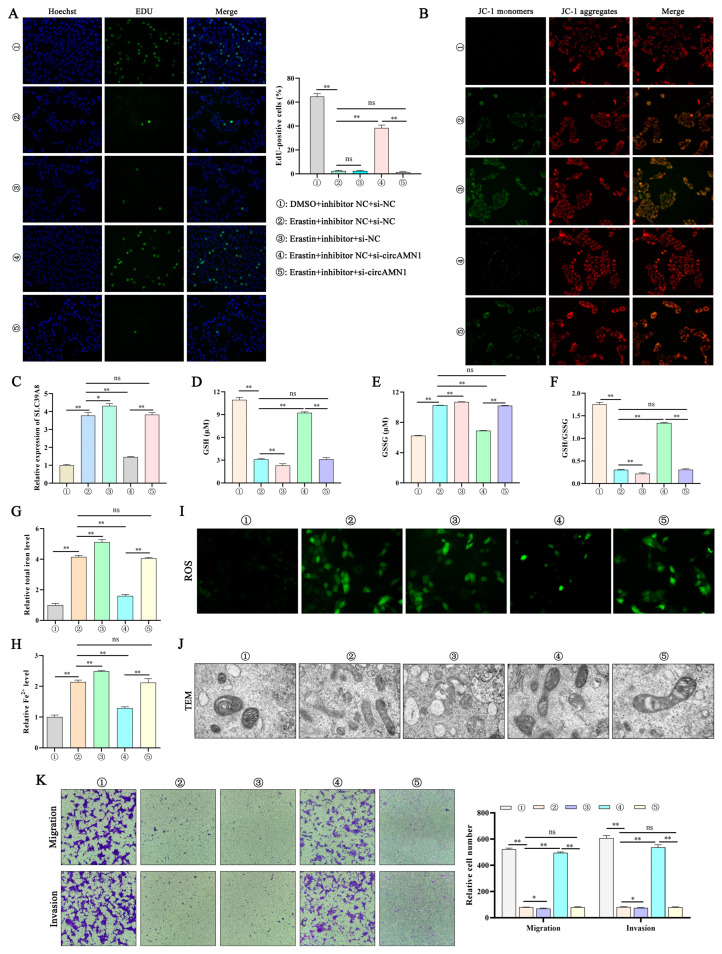
circAMN1 acts as an miR-205_R-1 sponge to regulate ferroptosis. (**A**–**K**) Erastin-treated trophoblast cells, co-transfected with si-circAMN1 and an miR-205_R-1 inhibitor. (**A**) Cell proliferation (EdU assay) and number of EdU-positive cells; 200× magnification. (**B**) Mitochondrial membrane potential; 200× magnification. (**C**) *SLC39A8* mRNA expression determined using quantitative PCR. (**D**–**H**) Intracellular GSH, GSSG, GSH/GSSG, total iron, and Fe^2+^ levels. (**I**,**J**) Reactive oxygen species levels (200× magnification) and the corresponding transmission electron microscopy (8000× magnification) of trophoblast cells. (**K**) Migration and invasion of trophoblast cells determined using the Transwell assay; 40× magnification. Data are presented as mean (SD); * represents *p* < 0.05; ** represents *p* < 0.01; ns: *p* > 0.05.

**Figure 7:**
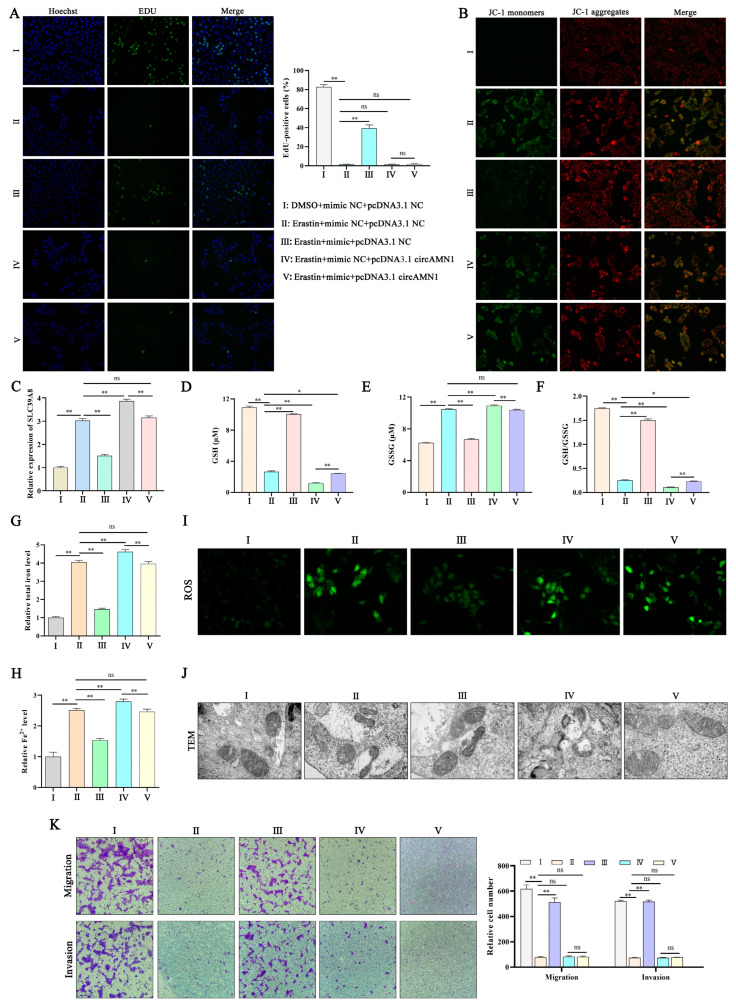
circAMN1 regulates the miR-205_R-1/SLC39A8 axis to mediate ferroptosis. (**A**–**K**) Erastin-treated trophoblast cells co-transfected with pcDNA3.1 circAMN1 and an miR-205_R-1 mimic. (**A**) Proliferation (EdU assay) and number of EdU-positive cells; 200× magnification. (**B**) Mitochondrial membrane potential; 200× magnification. (**C**) *SLC39A8* mRNA expression determined using quantitative PCR. (**D**–**H**) Intracellular GSH, GSSG, and GSH/GSSG, total iron, and Fe^2+^ levels. (**I**,**J**) reactive oxygen species levels (200× magnification) and the corresponding transmission electron microscopy of trophoblast cells (8000× magnification). (**K**) Migration and invasion of trophoblast cells determined using the Transwell assay; 40× magnification. Data are presented as mean (SD); * represents *p* < 0.05; ** represents *p* < 0.01; ns: *p* > 0.05.

## Data Availability

The datasets supporting the conclusions of this article are available in the Gene Expression Omnibus repository as follows: GSE214588 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE214588), accessed on 18 October 2022 and GSE248362 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE248362), accessed on 21 November 2023.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/antiox13040451/s1, Supplementary Table S1: Primer information for circRNAs, Supplementary Table S2: Primer information for mRNAs and miRNAs, Supplementary Table S3: circRNA and miRNA RNA sequences, Supplementary Table S4: Differentially expressed circRNAs in retained placenta and normal fetal membrane discharge groups, Supplementary Table S5: Differentially expressed miRNAs associated with programmed cell death in retained placenta and normal fetal membrane discharge groups, Supplementary Table S6: Differentially expressed target mRNAs of miR-205_R-1 associated with programmed cell death in retained placenta and normal fetal membrane discharge groups.

# Supplementary material for: circAMN1-Mediated Ferroptosis Regulates the Expulsion of Placenta in Trophoblast Cells
**Source:** Antioxidants (Basel). 2024 Apr 11;13(4):451. doi: 10.3390/antiox13040451
**Supplement:** Supplementary file 1

Supplementary Table 1. Primer information for circRNAs.

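The primers of Table S1 are for the 12 circRNAs whose qPCR is compared with sequencing in Fig. 1D and for circRNA2480. Each row pairs a circRNA with the linear transcript of its host gene, and the rows of circRNA3998 and circRNA4015 read intergenic. The hosts that Table S4 gives for these circRNAs are AMN1, MBNL1, KDM6A, WNK1, UBE3C, REPS1, KDM4C, SOX21, MINDY3, NR2C1 and DTNB. The transcript of circRNA4517 stands in Table S4 with SOX21 for circRNA4517 and with another gene, given by an Ensembl identifier, for circRNA192. The row named circRNA1636 carries the MBNL1 transcript that Table S4 gives for ciRNA1636, and the count table also lists a separate circRNA1636, so the values given beside Fig. 1D are those of ciRNA1636.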

Isoform name	Gene name	Primer sequence-Forward (5'-3')	Primer sequence-Reverse (5'-3')
ENSBTAT00000069762	<i>circRNA1636</i>	TGAGACCAGTGCTGAGGATG	GGTGACTCCTTTGAGCCAGA
ENSBTAT00000063826	<i>circRNA1890</i>	AGCATTATCTGCATACCAGAGG	CAGACTCCACTTTTCCTTCAGC
ENSBTAT00000066850	<i>circRNA2513</i>	ATGGCCCCTGAGATGTATGA	CGCTGCCTCTCAGACTTTGT
ENSBTAT00000010553	<i>circRNA2656</i>	GATGGTCCATTTCTGGATGG	GCCCCTTGATATCACCTGAA
ENSBTAT00000016319	<i>circRNA3288</i>	AGATGGAGCCTTGACACTGG	CAGACTGGGCAACAGCTACA
ENSBTAT00000075440	<i>circRNA3623</i>	ATGAAGATTTGGAGCGCAAG	ATCGGAGCTGGAATAAGCAA
intergenic_circRNA	<i>circRNA3998</i>	GGCTTCTGCTCAGTTTCACC	AAAGGCAGGCAGTTGTTGAT
intergenic_circRNA	<i>circRNA4015</i>	GTATGGAGGGGGTGATTCCCT	ATCACTCAGTCCCCACAAGG
ENSBTAT00000035479	<i>circRNA4517</i>	CGAGATGTGAAACACCTGGA	GCATTGGTGCTCTGAAGATG
ENSBTAT00000013714	<i>circRNA4804</i>	ACCTCCTGCTGACAGGACAC	GTTCCCTCCGCTCTTCCTCT
ENSBTAT00000023577	<i>circRNA6208</i>	GCAAGGTCAGCAGGACTTTT	GTTGAAGCAGCACAGTTGGA
ENSBTAT00000072428	<i>circRNA7697</i>	CCTGAGCAACCAGAGAAACC	CCGAGTGCTCTGTGTAACCA
ENSBTAT00000018812	<i>circNA2480</i>	TTCATATGGGGCATTGTGTG	GGTGGCAAAGGCTTAATGTC

Isoform name: The linear transcript ID corresponding to circRNA.

# Supplementary material for: circAMN1-Mediated Ferroptosis Regulates the Expulsion of Placenta in Trophoblast Cells
**Source:** Antioxidants (Basel). 2024 Apr 11;13(4):451. doi: 10.3390/antiox13040451
**Supplement:** Supplementary file 1

Supplementary Table 2. Primer information for mRNAs and miRNAs.

Gene accession number	Gene name	Primer sequence-Forward (5'-3')	Primer sequence-Reverse (5'-3')
NM_001034034.2	<i>GAPDH</i>	ACCCAGAAGACTGTGGATGG	CAACAGACACGTTGGGAGTG
XM_059887429	<i>SLC39A8</i>	TGATCACACCCACTTTGGAA	GGCCCCTTCAAACAAGTACA
XM_059886476.1	<i>AMN1</i>	GTCCTTGCAGGCATTAGGAG	GGGCATCCATGGAAGAGTAA
bta-mir-205	<i>miR-205_R-1</i>	AGGCGCATTCTTCATTCCAC	Universal reverse*
NM_001034740	<i>U6</i>	CTGTTGCTGTCATTACTTCTGATG	Universal reverse*

* Universal reverse was provided by the manufacturer (Evo M-MLV RT Kit with gDNA Clean for qPCR, Accurate Biology, Changsha, Hunan, China).

bta-mir-205: The registration number of the mature miRNA sequence of the species on the matching miRBase database.

# Supplementary material for: circAMN1-Mediated Ferroptosis Regulates the Expulsion of Placenta in Trophoblast Cells
**Source:** Antioxidants (Basel). 2024 Apr 11;13(4):451. doi: 10.3390/antiox13040451
**Supplement:** Supplementary file 1

Supplementary Table 3. circRNA and miRNA RNA sequences.

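The mimic is a copy of the miRNA strand, UCCUUCAUUCCACCGGAGUCU, of 21 nt, and the inhibitor, AGACUCCGGUGGAAUGAAGGA, is its reverse complement, written in the table with an m before each base. A miRNA pairs with its targets mainly through the seed near its 5' end. The site that the paper mutated in circAMN1, ATGAAGG, pairs with bases 2 to 8 of the mimic counted from its 5' end. One of the sites mutated in SLC39A8, AATGAAGG, pairs with bases 2 to 9, and the other, GGTG, with bases 11 to 14. Both strands printed for the first siRNA against circAMN1 do not match in length, since without the TT overhang its sense strand, UACAGAUGCCUUUGGUGC, has 18 nt and its antisense strand has 19 nt. If the target of the first is taken as the reverse complement of its antisense strand, and that of the other as its sense strand, both have 19 nt and share 13 nt, UAACAGAUGCCUU.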

Gene ID	Gene name	Sense (5'-3')	Antisense (5'-3')
ENSBTAT00000018812	circAMN1 1#	UACAGAUGCCUUUGGUGCTT	GCACCAAAGGCAUCUGUUATT
	circAMN1 2#	CUCUAAUAACAGAUGCCUUTT	AAGGCAUCUGUUAUUAGAGT
			T
bta-mir-205	miR-205_R-1 mimic	UCCUUCAUUCCACCGGAGUCU	ACUCCGGUGGAAUGAAGGAU
			U
	mimic NC	UUGUACUACACAAAAGUACUG	GUACUUUUGUGUAGUACAAU
			U
	bta-miR-205_R-1 inhibitor	(mA)(mG)(mA)(mC)(mU)(mC)(mC)(mG)(mG)(mU)(mG)(mG)(mA)(mA)(mU)(mG)(mA)(mA)(mG)(mG)(mA)	/
	inhibitor NC	CAG UAC UUU UGU GUA GUA CAA	/

ENSBTAT00000018812: The linear transcript ID corresponding to circRNA.

bta-mir-205: The registration number of the mature miRNA sequence of the species on the matching miRBase database.

How the deposited data were processed for this re-analysis (not part of the article)

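Blood RNA of 6 Holstein cows, 3 with normal fetal membrane discharge (NC) and 3 with retained fetal membranes at 12 h (RP), was sequenced after rRNA removal, with 1 library per cow. The condition of each library was taken from the sample labels and from the methods of the paper, which name the same groups.

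The authors deposited 1 table for the series. It holds, for 17729 circRNAs, the count of back-spliced reads in each library, not normalized, and a normalized signal, the SRPBM, which is the authors' count scaled to the mapped reads of the library. Although the table is named for FPKM, it holds no FPKM value and no gene, so no mRNA was analysed here. Each of the 30760 values above 0 equals the count times 1 factor per library, to within 0.0558% at most, and the mapped reads of each library were taken from that factor. The table holds no position, host gene or class, apart from the prefix ciRNA. These were taken from Table S4, which covers 85 of the circRNAs. Of the 66 host names there, 63 are gene symbols of the ARS-UCD2.0 RefSeq annotation, which was used for names only. The aligner, the circRNA caller, its filters and the genome build are not given in the sources used here.

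Before the data were examined, the test was planned as limma on log2(SRPBM + 8), since SRPBM values were expected. Because the table also holds counts, the test used here is edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) on the deposited counts, and the planned limma test (limma 3.58.1) became an alternative. The library size was the number of mapped reads, the scale of the SRPBM, with no further normalization. Tested were the 3180 circRNAs above 0 in at least 3 of the 6 libraries, with the group as the only term, and p-values were adjusted by the Benjamini-Hochberg method. The standard error of a log2 fold change is its size divided by the square root of the F statistic. The paper's thresholds were applied as an unadjusted p under 0.05 and a ratio of group means of SRPBM over 2-fold. Single values were compared by exact two-sided permutation tests, for which 3 cows against 3 give no p under 0.10. A fold against a group at 0 uses a floor of 3 counts over the group, and floors and intervals cover counting error only.

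The circRNAs named are those the paper names in its text or in Fig. 1D and 1I and, in each direction, the 10 with the smallest p among those over 2-fold whose groups do not overlap, and of each host gene list the 2 with the smallest p in each direction. Values of Table S4 had been read before this rule was written. circRNA4025, circRNA4018, circRNA5677, circRNA3756, circRNA1406, circRNA4504, circRNA4505 and the circRNAs counted in a single library, and of the host gene lists circRNA1544 of ITPR1, circRNA1770 of SIN3A and circRNA2954 of CUL3, which are the third of their list in their direction, lie outside it and were named after their values were seen. There were 19 lists, fixed before the deposited counts were examined but after Table S4 had been read, of ferroptosis, iron handling, apoptosis, autophagy, blood cell markers, interferon response, NF-kB inflammation, NFAT and calcium signalling, hypoxia, chromatin modifiers, ubiquitin ligases and widely circularised genes. Tests of these lists over all circRNAs were not run, because host genes were known for the circRNAs of Table S4 only.

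The fit was tested on simulated counts with the means, library sizes and dispersions of these libraries, in which 200 circRNAs were changed. Of 50 circRNAs changed 16-fold, 16 were recovered at an adjusted p under 0.05 and 38 at an unadjusted p under 0.05, and of 50 changed 2-fold, 1 and 7. Among circRNAs with a mean of 10 or more counts per library, 11 of 12 changed 8-fold were recovered at an adjusted p under 0.05. Of 2980 unchanged circRNAs, 3 passed at an adjusted p under 0.05 and 106 at an unadjusted p under 0.05. The simulation tested 2739 circRNAs, and rare circRNAs were recovered less often than abundant ones.

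Alternatives were limma with pseudocounts of 8, 1 and 16 SRPBM, without trend, with a robust fit, with quantile normalization and with median scaling, edgeR with TMM scaling, without a filter, with a filter at a mean of 40 SRPBM and with the replicate number as a block, edgeR's exact test, DESeq2 1.42.0, Student's statistic on SRPBM, and each library left out in turn. Cows of a group were checked for duplicate libraries: over 362 circRNAs with a mean of 10 or more counts, the median chi-square of a pair within a group was 1.23 to 1.59, against 0.455 for counting noise alone, so the libraries were kept as separate replicates. Figures were drawn with matplotlib 3.10.9.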

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

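The tests of why circRNAs were counted in 1 group only, the comparison of their number with other splits and the tests of circRNA4027 with circRNA4015 were chosen only after the result was seen. Groups of 3 are too small for a test of single outlying cows.

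Signals appeared in circRNAs the paper does not discuss: of the circRNAs tested, 130 were counted in the NC group only and 58 in the RP group only, and 0 of them are in Table S4. All 188 had an unadjusted p under 0.05 in edgeR, even with 3 reads in all, so that this p does not tell one of them from another, and 76 of them stand before the last circRNA of Table S4 in the deposited table and 112 after it. Other splits of the libraries gave 115 at most and 83 at least, where the groups gave 188 in 1 split of 10, and 10 splits are too few for a share under 0.05. The ones among the 188 with an adjusted p under 0.05 in edgeR were, with their summed reads, circRNA4007 (579), circRNA3831 (77), circRNA4046 (72), circRNA4010 (70), circRNA3897 (51), circRNA3818 (49) and circRNA4020 (41) in the NC group and circRNA11315 (36) in the RP group. circRNA11234 (29), circRNA11311 (25) and ciRNA2094 (22) were the next by p in the RP group, with adjusted p-values of 0.14, 0.20 and 0.31 from edgeR. Against a floor of 3 counts over the group, circRNA3831 was at least 25.4-fold lower and circRNA11315 at least 12.1-fold higher in the RP group. Apart from circRNA4007, each of these had an adjusted p of 0.05 or more in limma with a pseudocount of 1, which leaves 4 circRNAs past the threshold in all. The same held for circRNA3818, circRNA3897, circRNA4020 and circRNA11315 at a mean of at least 40 SRPBM, for the last 3 of these in limma with quantile normalization, for circRNA4020 and circRNA11315 in limma with a pseudocount of 8 and for circRNA11315 with 16. circRNA4020 also lost its call without RP-1, RP-2 or RP-3 (adjusted p of 0.087, 0.052 and 0.062 from edgeR), circRNA3897 without RP-1 (0.052) and circRNA11315 without NC-1, NC-2 or NC-3 (0.098, 0.061 and 0.062). The medians were 9 and 7 reads in all for the NC-only and RP-only circRNAs, so most of the 188 rest on few reads.

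That the 76 are absent from the published list may lie in the authors' filtering, and for the 112 this order decides nothing: the table's entries follow the order of the p-values of Table S4, and of the 103 that precede its last circRNA but are not in it, 100 are at 0 in a whole group, 3 are under 2-fold and 0 are above 0 in both groups and over 2-fold. Zeros falling on single libraries whatever the group are argued against for the NC-only circRNAs, since of 23 circRNAs with 30 or more reads in exactly 3 libraries 12 were NC only, against 2 at most for any of the 18 patterns that mix the groups. For the RP-only circRNAs such zeros cannot be told apart from a group difference, since 1 circRNA followed that pattern, too few to decide. Fewer mapped reads in the RP libraries are argued against by a ratio of 0.991 to the NC libraries. A difference in the blood of cows with retained placenta, a difference in the genome of these cows, and a difference between the groups in library preparation stay open and were not tested.

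circRNA4027 and circRNA4015 share an end and moved in opposite directions, with a share of circRNA4027 in their sum of 64.7% ± 0.67 (SD, n = 3) in the RP group and 19.4% ± 0.31 (SD, n = 3) in the NC group. Their sum had a ratio of 1.05 between the groups (exact two-sided permutation test, p = 0.60), consistent with reads that are divided differently between both junctions. A few circRNAs taking most of the counts are argued against as the cause of these opposite directions. Of the back-spliced reads, the 5 most abundant circRNAs held 36.3% ± 1.37 (SD, n = 3) in the RP group. In the NC group they held 35.6% ± 0.61 (SD, n = 3), with p = 0.5 (exact two-sided permutation test). Values were also scaled to mapped reads, 119231000 to 136368000 per library, against 39178 to 46194 back-spliced reads. The other 3 of the 5 with the most reads had a median log2 fold change of -0.47. This is above the -1 set for this explanation, but that limit was set after the result was seen. Of the 3, circRNA4025 (-0.61) moved the same way as circRNA4015, and circRNA4018 (0.02) did not. A variant that differs from cow to cow cannot be told apart from the group: the chi-square per degree of freedom of the share within a group was 2.05 at most, but the 3 cows of a group can share a haplotype. Whether the division goes with retained placenta, in the RNA or in the genome of these cows, stays open as a hypothesis.

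Fewer circRNAs were detected in the RP libraries (4697, 4566 and 5059) than in the NC libraries (5447, 5540 and 5451; exact two-sided permutation test, p = 0.10, the smallest possible). Fewer back-spliced reads are argued against, since after thinning to 39178 reads each RP library still lay below each NC library, with a mean difference of -581.8. The circRNAs with the most reads taking the others' share are argued against in the same way, with a difference of -560.1 without the 5 of them. A difference between the groups in cell composition, RNA quality, library preparation or the animals' condition could also lower the number, and none of these was tested.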

How the results depend on the processing

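The restriction to circRNAs counted in both groups and the comparison with other splits of the libraries were chosen only after the result was seen. The direction of circRNA2480, of the other circRNAs of Table S4 and of the 15 with an adjusted p under 0.05 was the same in every fit run for each, while circRNA4018 and the circRNAs counted in a single library were not followed over the alternatives. The number of circRNAs at an adjusted p under 0.05 was 15, and 4 with limma at a pseudocount of 1, 46 without a filter, 8 at a mean of 40 SRPBM, 34 with the robust limma fit, 30 with DESeq2 and 6 to 14 with 1 library left out; more circRNAs are tested without a filter and fewer with the stricter one or with 1 library left out, which was not tested as the cause, and for the others the cause was not tested either. The planned limma test with a pseudocount of 8 gave 12, and all 12 are among the 15. circRNA4007 kept an adjusted p under 0.05 in each of the 13 other fits to all libraries, with a range of 1.7e-96 to 8.1e-04 over its alternatives. At the paper's thresholds, 271 became 75 at a mean of 40 SRPBM, 128 with DESeq2, 173 with edgeR's exact test and 88 to 237 with 1 library left out. Restricted to circRNAs counted in both groups it was 83, with 7 at an adjusted p under 0.05. Of the 85 circRNAs of Table S4, 70 passed again, 42 at a mean of 40 SRPBM and 39 to 58 with 1 library left out. For circRNA2480, the log2 fold change was -3.53, and with an unadjusted p still under 0.05 it was -3.85, -1.97 and -1.43 in limma with pseudocounts of 1, 8 and 16. That p was 0.05 or more in edgeR without a filter (-3.52) or with TMM scaling (-3.45), in limma with a pseudocount of 8 and quantile normalization (-1.76) or median scaling (-1.87) and with Student's statistic on SRPBM (-3.88 as the ratio of means), the cause of which was not tested. Student's statistic gave circRNA2480 an unadjusted p of 0.14, and by it circRNA2307, circRNA2656 and the circRNAs of BRWD1 and RHEB also lost an unadjusted p under 0.05. Without RP-1 the RP group is at 0 for circRNA2480, so that the fitted log2 fold change, -5.45, is then no measure of size. With any other library left out, circRNA2480 had a log2 fold change of -4.01 to -2.71. Its adjusted p was 0.34 to 1.00 over the alternatives. TMM scaling moved the median log2 fold change of all circRNAs tested from -0.18 to -0.06. The difference of the RP group from the NC group was -5.93% in summed SRPBM and -12.9% in circRNAs detected, and neither moved by more than the spread between cows with an alternative. With 1 library left out, the first was -0.60% without NC-3 and -11.0% without NC-2, and the second ran from -15.5% to -11.0%.

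No pairing of the cows by replicate number was seen, with correlations of -0.032, 0.018 and -0.0013 between deviations of same-numbered libraries, and only number 2 correlated best with its own. This cannot exclude a pairing, since only 362 of the 3180 circRNAs used have a mean of 10 or more counts and counting noise lowers such correlations. With the replicate block, 33 circRNAs had an adjusted p under 0.05, 105 passed the paper's thresholds, and circRNA2480 had a log2 fold change of -3.68 with an unadjusted p of 0.12 from edgeR, while circRNA4804, circRNA6208, circRNA1890, circRNA3288, ciRNA572, ciRNA1081 and the circRNAs of RB1CC1 and RHEB also lost an unadjusted p under 0.05. With 3 libraries in each group there are 10 splits, too few for a share under 0.05. The groups gave 15 circRNAs at an adjusted p under 0.05 in 1 split of 10, with 2 at most in any other, and 271 at the paper's thresholds, also in 1 split, with 142 at most in any other. Not run were the tests of host gene lists and all alternatives for mRNA, since the table holds neither host genes nor genes, and leaving out an NC library leaves NC-only circRNAs untested. Depth limits rare circRNAs most: 1 read decides whether a group is at 0.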

Differences from the paper's values

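At the paper's thresholds of an unadjusted p under 0.05 and over 2-fold, 271 circRNAs passed here, and the paper's number is 85. Upregulated were 87, against the paper's 31, and downregulated 184, against the paper's 54. Of the alternatives set before the data were examined, the total lies within 1.5 times the paper's at a mean of 40 SRPBM (75), with the replicate block (105) and without NC-1 (88), NC-2 (119) or NC-3 (104). It does not with any limma fit, without a filter, with TMM scaling, DESeq2, edgeR's exact test, Student's statistic or the fold of the fit, or without RP-1, RP-2 or RP-3. Where the total is that near, fewer of the paper's 85 passed than the 70 of the main fit. They were 42 at a mean of 40 SRPBM, 49 with the replicate block and 39, 58 and 49 without NC-1, NC-2 or NC-3. Without NC-1, 56 circRNAs were upregulated and 32 downregulated. The number upregulated lies within 1.5 times the paper's with the replicate block (32), with DESeq2 (44) and without RP-1 (25), RP-2 (30) or RP-3 (29), and the number downregulated at a mean of 40 SRPBM (58), with the replicate block (73) and without NC-2 (62) or NC-3 (40), and neither number does with the other alternatives. Counting only circRNAs above 0 in both groups gives 83, 29 upregulated and 54 downregulated, a setting chosen after seeing the values, which drops 0 of the paper's 85, and 70 of them pass with it as without it. The balance of directions in this setting depends on the scaling. It was 33 upregulated and 40 downregulated in edgeR with TMM scaling and 25 and 30 with DESeq2. In limma with a pseudocount of 8 it was 44 and 103, with quantile normalization 59 and 64 and with median scaling 49 and 77.

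There are 15 circRNAs that the paper calls and the test here does not, with an unadjusted p of at most 0.080 in edgeR. Each of the 15 passed with limma at a pseudocount of 8 or 16 and with limma without a trend, and some of them with limma at a pseudocount of 1, with quantile normalization, median scaling or a robust fit, with TMM scaling, DESeq2, edgeR's exact test or Student's statistic, at a mean of 40 SRPBM or without a filter. The limma fit with a pseudocount of 8 passed 83 of the 85 and that with 16 passed 84. Of the circRNAs the paper names, circRNA3623 and ciRNA1636 are among the 15. Both pass with every limma fit to all libraries, with TMM scaling and with edgeR's exact test, circRNA3623 also with Student's statistic and without NC-1, and ciRNA1636 also with DESeq2 and without NC-3 or RP-3.

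The paper gives the decrease of circRNA2480 as a fold, and its value equals the size of the log2 ratio of the group means, which is -3.88 in the deposited values, or 14.8-fold on the linear scale. The paper calls this decrease significant, and here the unadjusted p was 0.047 and the adjusted p 0.53 in edgeR. Table S4 gives circRNA2480 a p of 0.0493, from a test that is not named. Student's statistic on SRPBM, after the test named in the paper's statistics section, gave circRNA2480 an unadjusted p of 0.14. The p-values of Table S4 are not those of this statistic. For circRNA4517, Table S4 has 1.6e-09 and Student's statistic on SRPBM gave 5.8e-04. The paper's qPCR of circAMN1 in blood and placental tissue, also reported as significantly lower in the RP group, was not examined here.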

Other observations

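Among circRNAs from host genes outside the lists, named after their values were seen, that of ITGAL, the integrin alpha chain of leukocytes (circRNA5677), had 11, 8 and 12 reads in the RP libraries and 0, 1 and 3 in the NC libraries. Those of GSDMC, a gasdermin (circRNA3756), and of SMAD4, a mediator of TGF-beta signalling (circRNA1406), had lower means in the RP group. circRNA3756 had 9, 4 and 13 reads in the NC libraries and 0, 0 and 4 in the RP libraries, with an unadjusted p of 0.045 from edgeR that was 0.05 or more without NC-1, NC-3, RP-1 or RP-2, with TMM scaling, with DESeq2 and with Student's statistic on SRPBM. circRNA1406 had 8, 4 and 10 reads against 3, 0 and 0, with an unadjusted p of 0.054 from edgeR. Both circRNAs of ANKRD27 in Table S4, circRNA4504 and circRNA4505, were downregulated at the paper's thresholds and share an end, with 17, 14 and 13 reads of circRNA4505 in the NC libraries and 2, 6 and 2 in the RP libraries.

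By class, Table S4 lists 16 upregulated and 45 downregulated exonic circRNAs, 7 upregulated and 3 downregulated ciRNAs, and 8 upregulated and 6 downregulated intergenic circRNAs. In the window of chromosome 23 from 27 to 29 Mb, chosen after reading Table S4, 3 of its circRNAs were higher and 1 was lower in the RP group, and in the window of chromosome 12 from 69 to 73 Mb 2 were higher and 3 were lower. These are not all separate loci. On chromosome 23, circRNA7191 lies within the span of circRNA4008, and circRNA4027 and circRNA4015 share an end. On chromosome 12, circRNA192 and circRNA4517, both lower, are nearly identical.

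Of the other abundant circRNAs, circRNA4025 was downregulated by less than 2-fold, with a log2 fold change of -0.61 (standard error 0.12, adjusted p = 0.022 from edgeR), a call that was lost without NC-1, NC-3, RP-1, RP-2 or RP-3 (0.20, 0.080, 0.23, 0.18 and 0.11), in limma with a pseudocount of 1 or without a trend, in edgeR's exact test and at a mean of at least 40 SRPBM. Over its alternatives the adjusted p ran from 5.7e-16 to 1.00. circRNA4018 had a log2 fold change of 0.02 (standard error 0.13). Groups did not overlap in 472 of the 3180 circRNAs tested, or 14.8%, where chance gives 10%.

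Some circRNAs with many reads were counted in a single library. circRNA12868 had 2947 reads in RP-2, which is 6.83% of that library's back-spliced reads, and 0 in the other libraries. circRNA4014 had 372 reads in NC-1 only and circRNA9623 had 355 in NC-3 only.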
